# Chromatin accessibility dynamics reveal novel functional enhancers in *C. elegans*

**DOI:** 10.1101/gr.226233.117

**Published:** 2017-12

**Authors:** Aaron C. Daugherty, Robin W. Yeo, Jason D. Buenrostro, William J. Greenleaf, Anshul Kundaje, Anne Brunet

## Abstract

Chromatin accessibility, a crucial component of genome regulation, has primarily been studied in homogeneous and simple systems, such as isolated cell populations or early-development models. Whether chromatin accessibility can be assessed in complex, dynamic systems in vivo with high sensitivity remains largely unexplored. In this study, we use ATAC-seq to identify chromatin accessibility changes in a whole animal, the model organism *Caenorhabditis elegans*, from embryogenesis to adulthood. Chromatin accessibility changes between developmental stages are highly reproducible, recapitulate histone modification changes, and reveal key regulatory aspects of the epigenomic landscape throughout organismal development. We find that over 5000 distal noncoding regions exhibit dynamic changes in chromatin accessibility between developmental stages and could thereby represent putative enhancers. When tested in vivo, several of these putative enhancers indeed drive novel cell-type- and temporal-specific patterns of expression. Finally, by integrating transcription factor binding motifs in a machine learning framework, we identify EOR-1 as a unique transcription factor that may regulate chromatin dynamics during development. Our study provides a unique resource for *C. elegans*, a system in which the prevalence and importance of enhancers remains poorly characterized, and demonstrates the power of using whole organism chromatin accessibility to identify novel regulatory regions in complex systems.

Chromatin accessibility represents an essential level of genome regulation and plays a pivotal role in many biological and pathological processes, including development, tissue regeneration, aging, and cancer (Stergachis et al. 2013; Simon et al. 2014; Tsompana and Buck 2014). However, most genome-wide chromatin accessibility studies have been in relatively simple systems to date, including cultured or purified cells as well as early embryos (Thomas et al. 2011; Wang et al. 2012; Lara-Astiaso et al. 2014; West et al. 2014; Zhu et al. 2015). Assessing chromatin accessibility directly in complex systems composed of multiple cell types could allow for high-throughput discovery of regulatory regions whose activities are restricted to rare or undefined subpopulations of cells. This is particularly relevant for enhancers, which are thought to be highly cell-type- and temporally specific (Ren and Yue 2015).

The primary limitation for studying chromatin accessibility in complex systems is that most assays lack the sensitivity and precision to detect regions active only in rare subpopulations of cells or require so many cells that precise temporal synchronization of samples is impractical. However, the Assay for Transposase Accessible Chromatin using sequencing (ATAC-seq) has been shown to assess native chromatin accessibility with high sensitivity and base pair resolution while requiring orders of magnitude less starting material than other assays (Buenrostro et al. 2013). This approach has been used successfully in cultured or purified cells even down to single cells, though such low input relies heavily on existing knowledge (Buenrostro et al. 2015; Cusanovich et al. 2015). Rather than purifying specific cell types, we wondered whether ATAC-seq could be sensitive enough to detect subtle changes in chromatin accessibility in complex mixtures of tissues and, in so doing, uncover novel biological insights that would have otherwise been obscured.

The nematode *Caenorhabditis elegans* is a particularly powerful model to study chromatin accessibility in a complex system and potentially identify novel regulatory regions. *C. elegans* has highly synchronous life stages, as well as consistent and well-characterized cellular composition throughout each stage of development (Sulston et al. 1983). Rapid transgenesis and transparency (Mello and Fire 1995) also make *C. elegans* an ideal system to efficiently validate genomic regions of functional importance and visualize tissue- or cell-specificity (Jantsch-Plunger and Fire 1994; Harfe et al. 1998; Lei et al. 2009). While there exist some preliminary reports on chromatin states in *C. elegans* (Valouev et al. 2008; Shi et al. 2009; Gerstein et al. 2010; Liu et al. 2011b; Hsu et al. 2015; Evans et al. 2016), high-resolution, genome-wide chromatin accessibility maps throughout development have not yet been reported. In this study, we show that studying high-resolution chromatin accessibility dynamics in synchronized *C. elegans* populations allows us to characterize highly reproducible changes in chromatin accessibility between developmental stages and to identify functional temporal- and tissue-specific novel enhancers in vivo. Our study provides a unique resource for defining *C. elegans* regulatory regions as well as a guide for the interpretation of chromatin structure in complex multitissue systems in vivo.

## Results

### High-resolution chromatin accessibility profiles from three *C. elegans* life stages

To sensitively measure high-resolution chromatin accessibility at different life stages in *C. elegans*, we used the Assay for Transposase Accessible Chromatin using sequencing. We optimized the ATAC-seq protocol for *C. elegans* by including a step of native nuclei isolation by mechanical homogenization before the transposition step (see Methods; Supplemental Extended Protocol). The low input requirements of ATAC-seq (several orders of magnitude less than standard ChIP-seq [Furey 2012]) allowed us to grow *C. elegans* in standard conditions (i.e., plates, whereas most high-throughput assays in *C. elegans* require growth in liquid) and to generate three independent biological replicates that are tightly synchronized at three key life stages—early embryo, larval stage 3 (L3), and young adults—thereby limiting variation within stages (see Methods; Fig. 1A). We generated and sequenced ATAC-seq libraries, as well as an input control, to a median depth of over 17 million unique, high-quality mapping reads per sample (Supplemental Table S1). 

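ATAC-seq reads open chromatin through a transposase that cuts accessible DNA and inserts sequencing adapters into it. The 9 libraries of this experiment came from whole worms grown at 20°C, with 3 biological replicates each of early embryos, L3 larvae collected 36 h after the egg lay and young adults collected 57 h after it, and a further library came from 10 ng of genomic DNA as input. Supplemental Table S1 of the paper gives 35189228, 29488800 and 37904556 mapped reads for early embryo replicates A, B and C. It gives 6095682, 4025832 and 21160826 for the L3 replicates, 12805986, 3534182 and 26410574 for the young adult replicates, and 9823376 for the input. The median of the 10 libraries is 16983406 and that of the 9 stage libraries 21160826. Summed over replicates, the early embryo was sequenced to 102582584 reads, 3.28 times the 31282340 of L3, and the young adult to 42750742, 1.37 times the L3 number. According to the paper's methods, its code and the submitters' processing notes, reads were mapped to ce10 with Bowtie2 2.1.0, duplicates were removed with Picard, read ends were moved to the transposase insertion site, and MACS called peaks at a q of 0.05 on the pooled replicates of each stage. Neighbouring summits were split into separate peaks, and peaks had to lie outside input peaks and blacklisted regions, in a strategy that the paper says emphasized peaks seen across replicates. The values below come from these 3 stage lists, so no spread between replicates can be given for any count or position. A fold enrichment or −log10 q is the authors' value for that peak and was used only within its own list, because the lists differ in depth and length. Peaks were called shared when their overlap covered at least 0.5 of either peak, each then being the counterpart of the other, and intervals on shares cover counting error only.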

The insert size distribution of each *C. elegans* ATAC-seq library displays a stereotypical 147-bp periodicity that is consistent with the expected nucleosome occupancy of chromatin (Supplemental Fig. S1A), indicative of ATAC-seq library quality (Buenrostro et al. 2013). 

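The early embryo list held 27694 peaks, the L3 list 13040 and the young adult list 15159, the same numbers as in Supplemental Table S2. Early embryo peaks were narrower, with a median width of 240 bp against 286 bp in both L3 and young adult. Part of this lies in peaks found in the early embryo alone, with a median of 220 bp. Among peaks with counterparts in both other stages, the medians were 285 bp in the early embryo, 311 bp in L3 and 318 bp in the young adult. Whether depth affects the widths was not tested. Together the peaks covered 7.25 Mb in the early embryo, 4.08 Mb in L3 and 4.72 Mb in the young adult. Chromosome X carried the most peaks in every stage, with 5690 in the early embryo, 2730 in L3 and 2809 in the young adult. No peaks overlapped within a list, but 3604 early embryo, 1646 L3 and 2336 young adult peaks directly adjoined the peak before them. Joining such neighbours left 24090, 11394 and 12823 accessible intervals. Merging the 3 lists by the authors' rule, with summits closer than 300 bp taken as 1 region, gave 27698 regions, and the same rule at 150 bp gave 32905. The authors' code runs the merge at 150 bp and uses a merge at 300 bp in later steps. The authors' merge also used a list from all replicates together, which is not analysed here.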

We designed a computational framework to integrate the input control (Supplemental Fig. S1B) and emphasize single base pair resolution (Fig. 1B), resulting in the identification of 13,000–27,000 high-confidence, accessible peaks per developmental stage and more than 30,000 consensus ATAC-seq peaks found in at least one of the three stages (Supplemental Tables S2, S3; see Methods). The high correlation of ATAC-seq signal between each of the three biological replicates (Spearman's ρ > 0.837) demonstrates the high reproducibility of this approach (Fig. 1C). The ability to cluster samples by their developmental stage also shows that chromatin accessibility is strikingly different between these three life stages (Fig. 1C). These differences between developmental stages are likely due to both changes in accessibility within cells, as well as the organisms’ changing cellular composition throughout development. Finally, ATAC-seq signal is enriched at transcription start sites (TSSs) (Fig. 2B), another indication of the quality of ATAC-seq data (Buenrostro et al. 2013). Together, these results indicate that reproducible high-resolution chromatin accessibility can be obtained from low amounts (at least an order of magnitude less than standard histone ChIP-seq or DNase-seq) of complex, multitissue samples.

**Figure 1.**
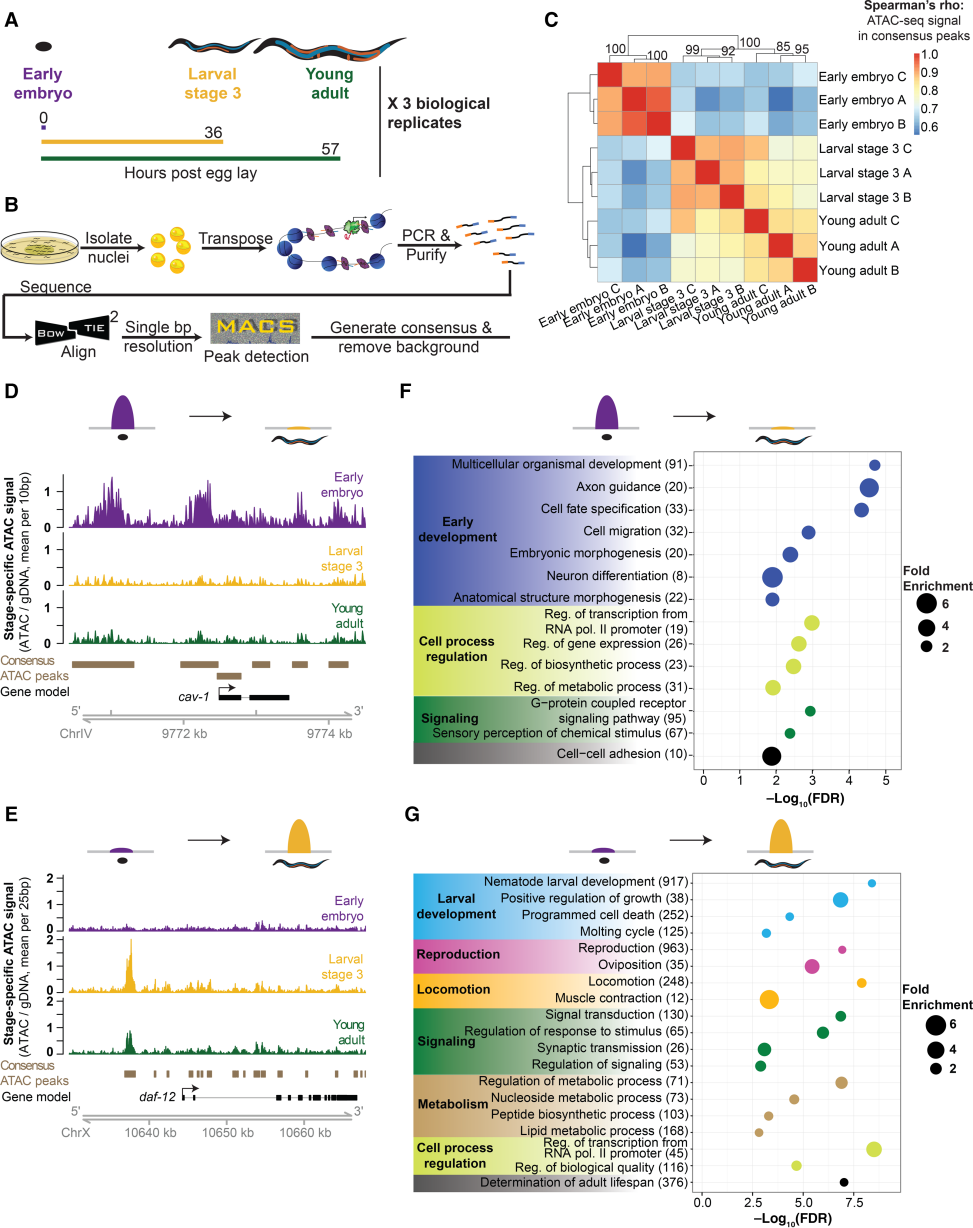
ATAC-seq in whole *C. elegans* captures chromatin accessibility dynamics across three life-stages. (*A*) Three independent biological replicates each consisting of tightly temporally synchronized *C. elegans* were used for ATAC-seq. Hours post-egg lay are at 20°C. (*B*) *C. elegans* were flash frozen and nuclei were isolated before assaying accessible chromatin using transposons loaded with next-generation sequencing adaptors, allowing paired-end sequencing. A custom analysis pipeline emphasizing high-resolution signal and consistent peaks, as well as accommodating input control, was developed to generate stage-specific and consensus (i.e., across stages) ATAC-seq peaks. (*C*) ATAC-seq signal within consensus ATAC-seq peaks was compared between all samples using Spearman's ρ to cluster samples. Replicate batches are noted as letters following the stage. (*D*,*E*) Comparison of ATAC-seq signal (normalized by total sequencing depth) between all three stages at a region that decreases (*D*) or increases (*E*) in accessibility during development. (*F*,*G*) Genes that lose accessibility between embryo and larval stage 3 (L3) are enriched for early development functions (*F*), while genes that gain accessibility are enriched for larval-related functions (*G*); all calculations and genes lists are from GOrilla (Eden et al. 2009), and the number of genes enriched in each term are listed in parentheses.

**Figure 2.**
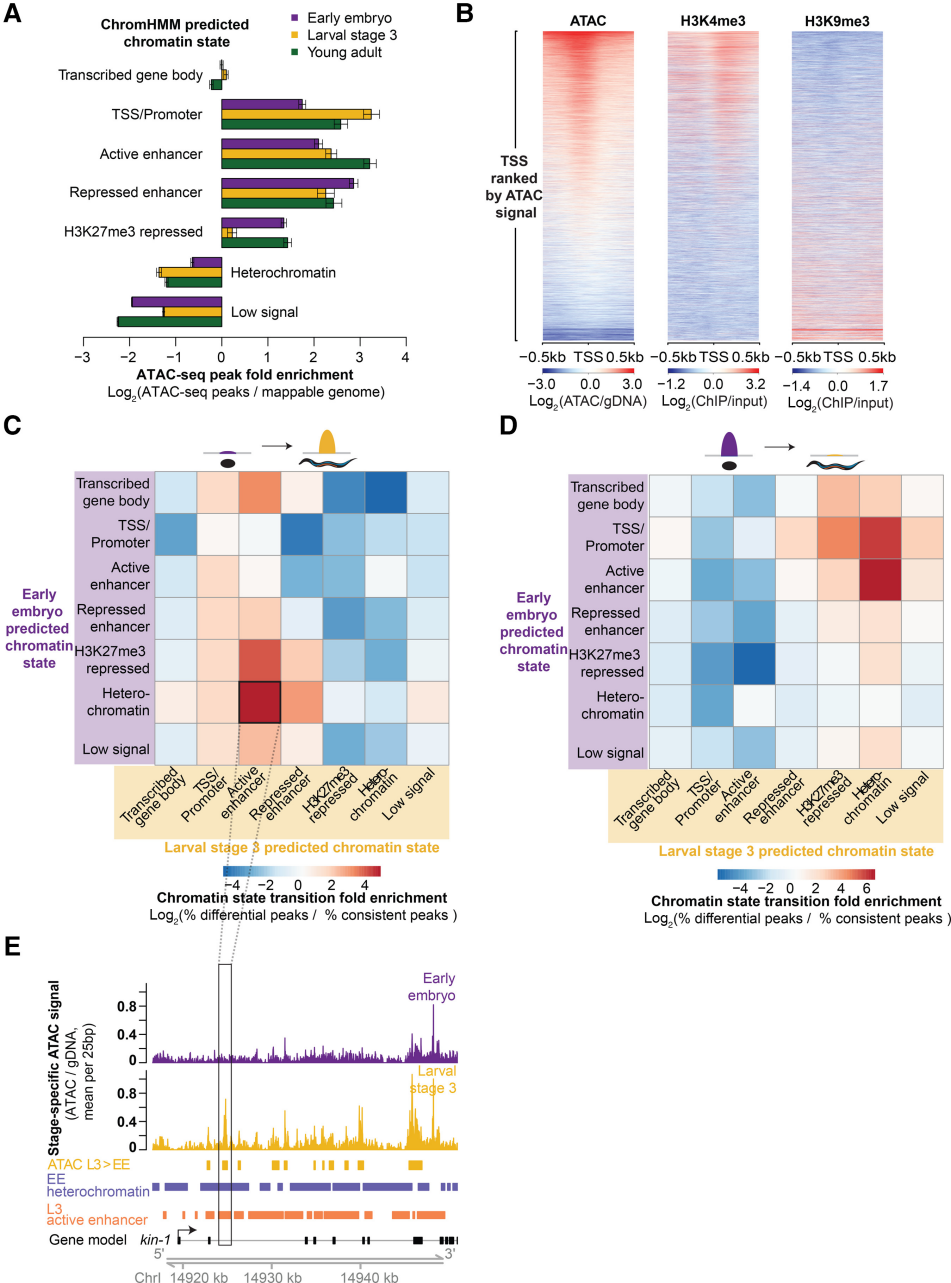
ATAC-seq as a single assay describes the epigenome. (*A*) Enrichment of stage-specific ATAC-seq peaks in ChromHMM-predicted chromatin states relative to values expected by chance; significance derived via 10,000 bootstrapping iterations, and error bars reflect 95% confidence intervals (*P* ≤ 1 × 10^−4^, except for early embryo transcribed gene body [*P* = 0.633]). The decrease in enrichment of ATAC-seq peaks in H3K27me3-repressed regions in L3 compared to young adult and early embryo is likely due to the low sequencing depth of the L3 H3K27me3 ChIP-seq. (*B*) Larval stage 3 (L3) ATAC-seq signal at 19,899 previously defined transcription start sites (TSS ± 0.5 kb) is correlated with active histone modifications (H3K4me3) and anti-correlated with heterochromatin (H3K9me3) around the TSS. (*C*,*D*) Regions that increase in accessibility in ATAC-seq peaks are enriched for transitions from inactive chromatin states to active regulatory states (*C*), while regions that decrease in accessibility are enriched for transitions from active regulatory states to inactive chromatin states (*D*). (*E*) An example of an increase in chromatin accessibility overlapping with a transition from heterochromatin to a predicted active enhancer chromatin state. Multiple TSSs have been noted for *kin-1*, but only the 5′-most is shown here for ease.

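At kin-1 (Fig. 2E), which encodes the catalytic subunit of protein kinase A, peaks in the part of the plotted window with the lowest coordinates were present in L3 and young adult and absent from the early embryo list. The L3 list had 4 peaks on chromosome I between 14922728 and 14926440 (ce10), and the strongest of them, from 14924736 to 14925001, had a fold enrichment of 5.21 and ranked 2535 of 13040. The young adult list had 3 peaks there, of which the one from 14924477 to 14925000 had a fold enrichment of 5.82 and ranked 1632 of 15159. None of the 11 early embryo peaks of the window began before 14930073. A further L3 peak without an early embryo counterpart lay from 14939732 to 14940056 (fold enrichment 4.73), and the young adult had one at the same place, from 14939769 to 14940049 (4.84). Other sites were accessible in all 3 stages, such as the early embryo peak from 14945704 to 14945951 (fold enrichment 3.22) inside the L3 peak from 14945462 to 14946016 (6.77) and the young adult peak from 14945465 to 14946043 (6.31). In total L3 had 14 peaks and the young adult 12, of which 5 in each lacked an early embryo counterpart. With each list limited to its 13040 peaks of highest −log10 q, the length of the L3 list, 6 early embryo peaks remained in the window. The histone modification data behind the chromatin states were not analysed here.

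**Figure D1:**
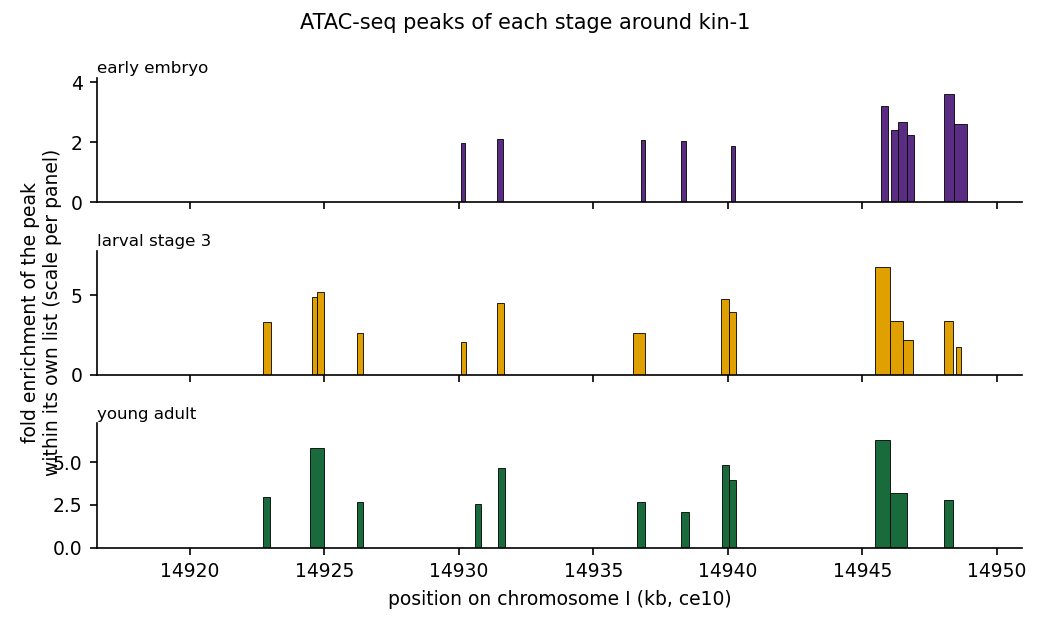
ATAC-seq peaks around kin-1 in each stage list, by position on chromosome I (horizontal axis, kb in ce10) and the authors' fold enrichment (vertical axis, on its own scale in each panel, so heights are not compared between stages). L3 has 4 and the young adult 3 peaks before 14930073, where the first early embryo peak begins.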

To investigate the changes in chromatin accessibility between life stages, we identified and characterized the ATAC-seq peaks that significantly changed accessibility between early embryo and L3 (12,193 peaks) (Supplemental Fig. S1C) and between L3 and young adult (783 peaks; FDR < 0.05) (Supplemental Fig. S1D; see Methods). 

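The 3 stage lists shared many accessible regions. The early embryo list, the longest and the most deeply sequenced, held most of the peaks found in 1 stage when the full lists were compared. Of the 27694 early embryo peaks, 14098 had no counterpart in L3 or the young adult (50.9%, exact 95% interval 50.3% to 51.5%). The same held for 1424 L3 peaks (10.9%, 10.4% to 11.5%) and 2629 young adult peaks (17.3%, 16.7% to 18.0%). A counterpart in both other stages was present for 8086 early embryo, 7825 L3 and 7719 young adult peaks. Between early embryo and L3, 37.3% of early embryo peaks (36.7% to 37.9%) and 76.3% of L3 peaks (75.6% to 77.1%) were shared. Between L3 and young adult, 72.7% of L3 peaks (72.0% to 73.5%) and 61.9% of young adult peaks (61.1% to 62.7%) were shared. When one list was shifted round each chromosome by a random distance, the shared peaks were 7.79 to 13.2 times as many as after the shift in the 6 comparisons, with p = 0.001 in each (one-sided permutation test of the lists, the smallest p that 1000 draws give). Presence or absence of a called peak is not the paper's differential test, which compared read counts of single replicates, and those are not analysed here. The share of L3 peaks found in the early embryo was above the share found in the young adult with the lists as deposited, and below it when each list was limited to its 13040 peaks with the highest −log10 q (54.3% against 68.8%).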

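More peaks lacked a counterpart between early embryo and L3 than between L3 and young adult. A total of 20449 peaks of the early embryo and L3 lists (50.2%) lacked a counterpart in the other of these stages, against 9331 (33.1%) of the L3 and young adult lists. In the full lists the excess came from early embryo peaks, of which 17365 were missing from L3, against 3555 L3 peaks missing from the young adult. Peaks of the later stage went the other way, with 3084 L3 peaks missing from the early embryo and 5776 young adult peaks missing from L3. The ratio of the 2 totals was 2.19 (95% interval 2.12 to 2.26 from 1000 bootstrap draws of 500 kb blocks). With 13040 peaks from each list, the totals were 11867 and 8275 and the ratio was 1.43 (1.39 to 1.48). The first total was then made up of 5911 early embryo and 5956 L3 peaks and the second of 4069 L3 and 4206 young adult peaks, near-even splits that equal list length brings about by construction. In base pairs, the Jaccard index was 0.327 for early embryo and L3, 0.345 for early embryo and young adult, and 0.495 for L3 and young adult. The difference between L3 with young adult and early embryo with L3 was 0.169 (0.161 to 0.176), and 0.156 (0.147 to 0.164) with equal numbers of peaks. These intervals describe the 3 lists and not the spread between replicates.

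**Figure D2:**
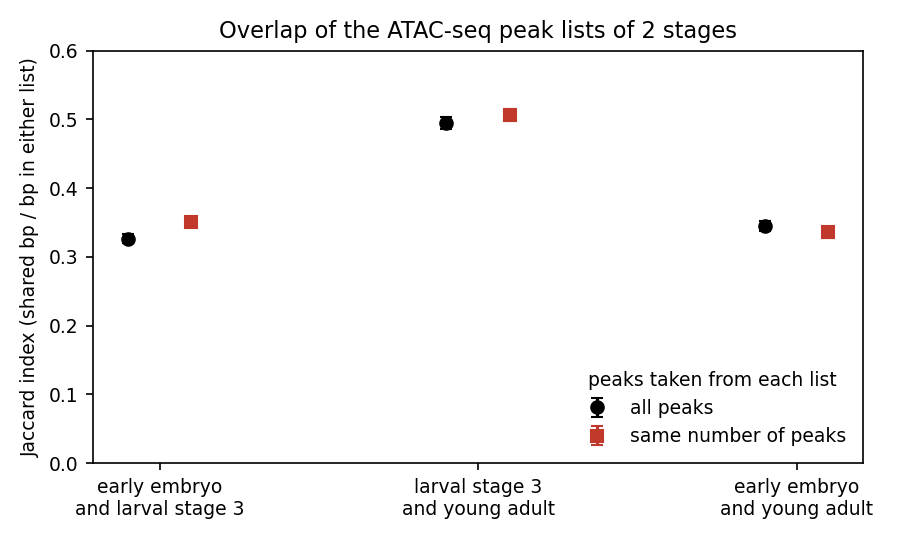
Jaccard index in base pairs (vertical axis, shared over total accessible length) for each pair of stage lists, with all peaks (circles) and with 13040 peaks from each list (squares). Bars are 95% block bootstrap intervals. L3 and young adult stand at 0.495 and 0.506, and both pairs with the early embryo between 0.327 and 0.351.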

The larger number of differentially accessible peaks (both decreased and increased) observed during the transition from early embryo to L3 versus L3 to young adult could not simply be explained by differences in sequencing depth (see Methods) and is likely due to the massive changes in cell number and tissue composition that occur during this transition (Byerly et al. 1976).

An example of a decrease in chromatin accessibility from embryo to L3 can be seen in the promoter region of the *cav-1* gene, which is expressed during embryogenesis but not larval development (Fig. 1D; Parker and Baylis 2009). Conversely, several ATAC-seq peaks drastically increase from embryo to L3 in the promoter and regions upstream of the *daf-12* gene, which is a key regulator of stage-specific developmental programs, particularly at L3 (Fig. 1E; Antebi et al. 1998, 2000). 

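The cav-1 window of Fig. 1D, on chromosome IV (ce10), held 6 peaks in the early embryo, 1 in L3 and 3 in the young adult. cav-1 encodes a member of the caveolin family of membrane proteins. Of the 6 early embryo peaks, 5 had no counterpart in L3 and 4 had none in the young adult. The strongest of them, from 9771988 to 9772463, which Fig. 1D places beside the start of the gene, had a fold enrichment of 6.36 and ranked 435 of 27694. Next came the peak of lowest coordinates, from 9770707 to 9771244, with a fold enrichment of 5.16 and rank 979, and it was among the peaks without an L3 counterpart. The only L3 peak lay inside the first of these, from 9772141 to 9772391, with a fold enrichment of 2.48 and rank 9152 of 13040. The young adult had a peak at that place too, from 9772124 to 9772391 (fold enrichment 2.70, rank 7939 of 15159), and a pair of adjoining peaks from 9770470 to 9771086. The remaining 4 early embryo peaks, from 9772464 to 9774265, had fold enrichments of 1.58 to 2.22 and no counterpart in either later stage. With 13040 peaks from each list, 5 early embryo, 1 L3 and 2 young adult peaks stayed in the window.

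**Figure D3:**
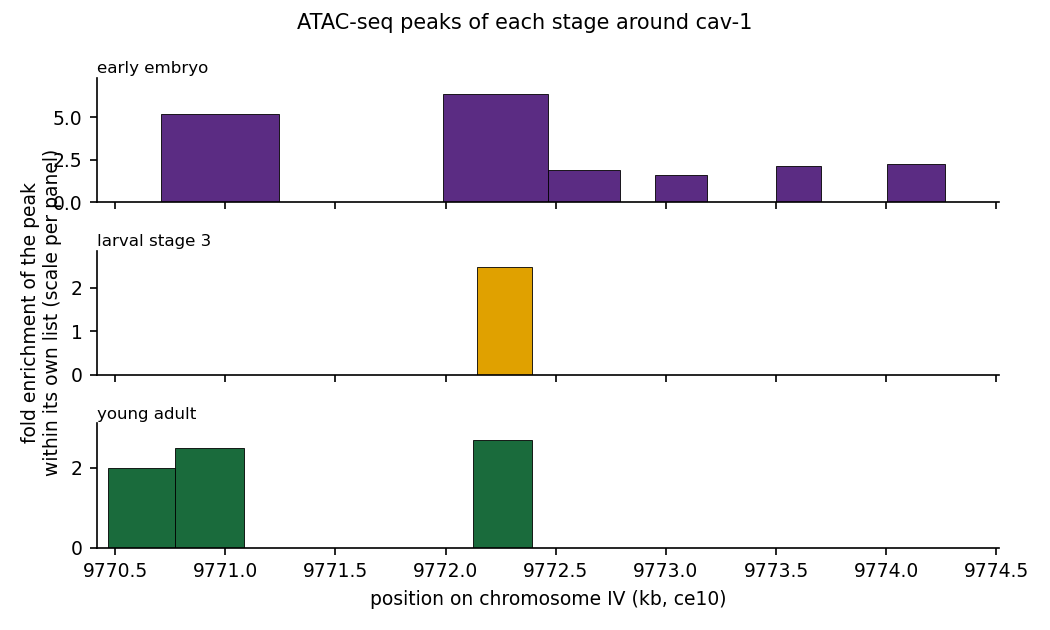
ATAC-seq peaks around cav-1 in each stage list, by position on chromosome IV (horizontal axis, kb in ce10) and the authors' fold enrichment (vertical axis, on its own scale in each panel, so heights are not compared between stages). The early embryo has 6 peaks, L3 has 1 and the young adult has 3.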

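Around daf-12, which encodes a nuclear hormone receptor, the strongest L3 peak lay in the region that Supplemental Table S12 lists for DAF-12, on chromosome X from 10637376 to 10638198 (ce10). It was 823 bp wide, had a fold enrichment of 9.15 and ranked 556 of the 13040 L3 peaks. The early embryo had a peak inside the same interval, from 10637410 to 10637756, with a fold enrichment of 1.92 and rank 17757 of 27694. In the young adult the place was taken by peaks from 10637360 to 10637770 (fold enrichment 8.07, rank 695 of 15159) and from 10637771 to 10638173 (fold enrichment 2.12, rank 12279). Beside it, at lower coordinates, each stage had a further peak, from 10636997 to 10637264 in the early embryo (fold enrichment 2.56), from 10636921 to 10637375 in L3 (4.45) and from 10636930 to 10637359 in the young adult (4.72). Further along the locus, L3 peaks from 10646199 to 10646438 and from 10647500 to 10648034, with fold enrichments of 2.90 and 3.75, had a young adult counterpart and no early embryo counterpart. Over the whole window of Fig. 1E, the early embryo had 15 peaks, L3 had 10 and the young adult had 13, and 2 of the L3 peaks lacked an early embryo counterpart, while 6 of the early embryo peaks lacked an L3 counterpart. These 6 include a peak from 10667871 to 10668139 (fold enrichment 3.55, rank 3045), which had no young adult counterpart either. That peak crosses the edge of the window, and its summit, where the fold enrichment was taken, lies outside. The strongest early embryo peak with its summit in the window, from 10653806 to 10654241 (fold enrichment 3.08, rank 4466), had a counterpart in both later stages. Among the 13040 peaks with the highest −log10 q of their list were 5 of the 15 early embryo and all 13 young adult peaks, and the L3 list has this length as deposited. Ranks from lists of different length do not measure a change between stages.

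**Figure D4:**
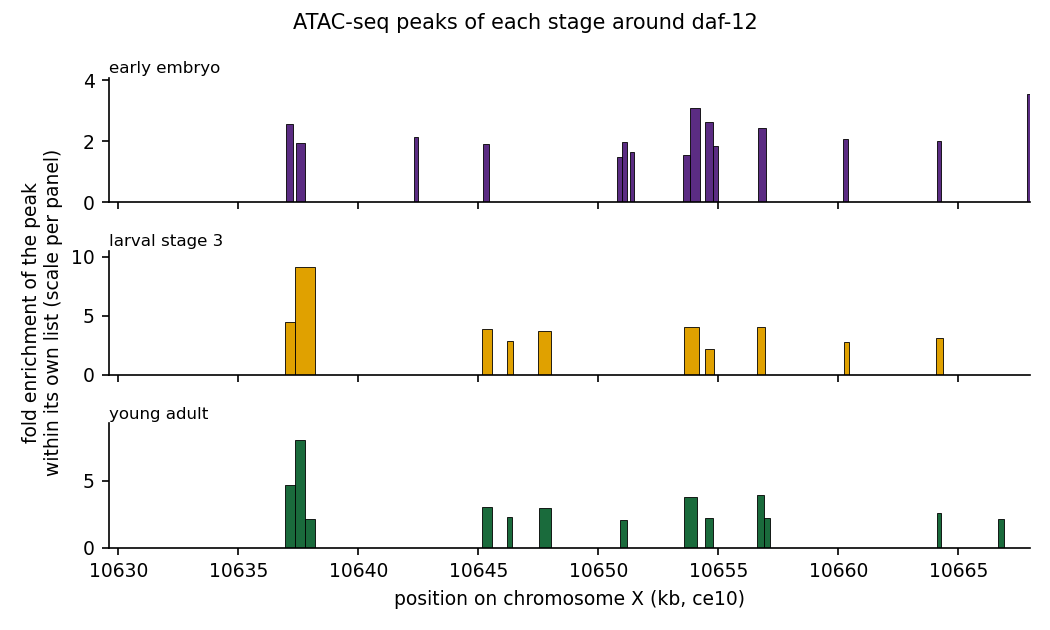
ATAC-seq peaks around daf-12 in each stage list, by position on chromosome X (horizontal axis, kb in ce10) and the authors' fold enrichment (vertical axis, on its own scale in each panel, so heights are not compared between stages). The strongest peak of L3 (9.15) and of the young adult (8.07) lies in the region that Supplemental Table S12 lists for DAF-12, from 10636842 to 10638205, where the early embryo has peaks of 2.56 and 1.92.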

Confirming these specific examples, the most enriched gene ontology (GO) terms for genes with decreased chromatin accessibility from embryo to L3 include early-development terms such as embryonic morphogenesis and cell fate specification (Fig. 1F; Supplemental Table S4), while the most enriched terms for genes with increased chromatin accessibility from embryo to L3 include larval development and locomotion (Fig. 1G; Supplemental Table S5). Similarly, we observe strong enrichments of GO terms reflecting the major phenotypic changes occurring between L3 and adult, including terms like larval development and reproduction (Supplemental Fig. S1E,F; Supplemental Tables S6, S7).

Together, these results indicate that ATAC-seq in whole organisms can identify changes in DNA accessibility that represent key biological differences between stages, regardless of whether these changes are due to activation/repression of specific regions within a cell type or to changes in cell-type composition.

### ATAC-seq as a single assay describes the epigenome

Accessible chromatin encompasses several key features of the epigenome, including active and poised regulatory regions. To verify that our ATAC-seq data correctly identify regulatory regions throughout the epigenome, we used multiple histone modification ChIP-seq data sets from modENCODE (Li et al. 2009; Ho et al. 2014) and ChromHMM (Ernst and Kellis 2012) to build predictive models of the epigenome. ChromHMM is a hidden Markov model that classifies regions of the genome into chromatin states (e.g., heterochromatin) using the co-occurrence of multiple histone modifications from each life stage—in our case, ChIP-seq data sets characterizing eight distinct histone modifications across all three stages (Supplemental Fig. S3A–E; Supplemental Tables S8–S11; see Methods). ATAC-seq peaks from all three stages were significantly enriched in active and poised regulatory chromatin states (e.g., promoter), as defined by this ChromHMM model, and significantly depleted in heterochromatic states (Fig. 2A; Supplemental Fig. S3B,C). ATAC-seq peaks were also enriched in H3K27me3-repressed regions, which is likely due to H3K27me3 marking inactive, yet accessible poised sites (Rada-Iglesias et al. 2011; Zentner et al. 2011; Zhang et al. 2012; Lei et al. 2015; Lorzadeh et al. 2016; Sen et al. 2016). ATAC-seq signal was correlated with individual active histone modifications at TSSs (Fig. 2B) and genome-wide (Supplemental Fig. S3F). Thus, ATAC-seq correctly identifies poised and active regulatory regions at both specific loci and genome-wide.

To further assess the relevance of whole organism chromatin accessibility, we compared our ATAC-seq data to publicly available gene expression data (GRO-seq, and RNA-seq) (Hillier et al. 2009; Gerstein et al. 2010, 2014; Kruesi et al. 2013). Both GRO-seq (Supplemental Fig. S2A,B) and RNA-seq (Supplemental Fig. S2C,D) were positively correlated with ATAC-seq signal near the TSS. These observations support the relationship between chromatin accessibility at the TSS and gene expression, despite the numerous other layers of gene regulation (e.g., RNA stability).

Beyond simply identifying regulatory regions important for individual life stages, chromatin accessibility dynamics should highlight regulatory regions critical for transitions from embryo to larval stages, and from larval stages to adulthood. We examined whether genomic regions that showed accessibility changes from one life stage to another were enriched for specific chromatin state transitions. Regions that lost chromatin accessibility from embryo to L3 or from L3 to young adult were enriched for transitions from active regulatory chromatin states (especially predicted enhancers) to repressed or heterochromatic states (Fig. 2D; Supplemental Fig. S3G). Conversely, the regions that gained accessibility during development were enriched for transitions from inactive chromatin states to active regulatory states (again, especially predicted enhancers) (Fig. 2C,E; Supplemental Fig. S3H). Collectively these results show that ATAC-seq performed on an entire organism, even a complex multitissue adult, is sensitive enough to detect important global changes in chromatin structure that are consistent with predicted chromatin state transitions. Thus, ATAC-seq as a single assay constitutes an attractive alternative to performing multiple histone modification ChIP-seq experiments for identifying key regulatory regions, especially considering that ATAC-seq requires orders of magnitude less input than a single ChIP-seq.

### ATAC-seq identifies new distal regulatory regions that serve as tissue- and stage-specific enhancers in *C. elegans*

Enhancers are key regulators of temporal- and tissue-specific gene expression that play important and conserved functions during development (Ren and Yue 2015; Sun et al. 2015). However, the identification and characterization of novel enhancers remains a challenge because they can be specifically active in rare cell populations, some of which may not have even been characterized (Heinz et al. 2015). The extent and functional importance of distal regulatory regions in the *C. elegans* genome has been particularly underexplored (Reinke et al. 2013). While several methods to identify potential enhancers genome-wide have recently been developed, these methods suffer from notable drawbacks (Giresi et al. 2007; Mito et al. 2007; Wang et al. 2008; Visel et al. 2009; He et al. 2010; Arnold et al. 2013; Chen et al. 2013a; Zhu et al. 2013, 2015). For example, the co-occurrence of multiple histone modifications (e.g., H3K27ac, H3K4me1) or RNA polymerase II (PolII) through ChIP-seq experiments lacks the sensitivity to detect enhancers active only in rare subpopulations of cells and the resolution to precisely identify the active enhancer region (Furey 2012). We therefore investigated whether whole-organism ATAC-seq could overcome these challenges and facilitate the identification of tissue- and stage-specific enhancers. To this end, we examined distal noncoding ATAC-seq peaks (defined as ATAC-seq peaks at least 1 kb upstream of or 0.5 kb downstream from a TSS and not in an exon). Distal noncoding ATAC-seq peaks in all three stages were highly and significantly enriched for active and repressed enhancers (Supplemental Fig S4A), as defined by the ChromHMM model and distinguished by the presence of H3K27ac (active enhancers) or H3K27me3 (repressed enhancers) (Supplemental Fig. S3A). Furthermore, these distal noncoding ATAC-seq peaks were significantly more conserved than expected by chance (Supplemental Fig. S4B,C), a defining feature of enhancers (Pennacchio et al. 2006). Finally, distal noncoding ATAC-seq peaks also exhibited significant overlap with regions previously predicted to be enhancers by overlapping short capped RNA, transcription factor binding, and a H3K4me3 dearth (*P* < 1 × 10^−323^, one-sided Fisher's exact test) (Chen et al. 2013a). These analyses support the notion that distal noncoding ATAC-seq peaks include enhancers.

In *C. elegans*, a small number of functional enhancers have been experimentally mapped, including four enhancers in the upstream regulatory region of *hlh-1*, the *C. elegans* MyoD ortholog that regulates muscle development (Lei et al. 2009). ATAC-seq peaks overlap three of these four regions, and despite its lack of statistical significance, the fourth region still exhibits noticeable ATAC-seq signal in embryos (Supplemental Fig. S4D). Given that *hlh-1* is exclusively expressed in muscle (Krause et al. 1994), a tissue comprising <10% of *C. elegans*’ cellular composition (Altun and Hall 2009), these observations indicate that ATAC-seq performed on a whole organism is sensitive enough to identify functional tissue-specific enhancers.

We next sought to determine whether ATAC-seq dynamics could be leveraged to identify novel functional enhancers. Previous work has demonstrated that enhancers are precisely activated/inactivated at very specific times in development (Bonn et al. 2012; Kvon 2015; Sun et al. 2015). We hypothesized that the temporal resolution of our ATAC-seq data (due to the precise synchronization of *C. elegans* populations) would enable us to capture distal regulatory dynamics of development. To experimentally test the functional enhancers predicted by our ATAC-seq data, we selected 13 distal ATAC-seq peaks (i.e., at least 1 kb away from the nearest TSS, defined on the UCSC Genome Browser) that exhibited the largest fold changes in accessibility between any two stages. 

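Of the 13 tested regions, 11 had a peak in the early embryo list, 8 in the L3 list and 6 in the young adult list. Peaks were present in all 3 stages at hlh-11, tcc-1 and C54G6.2, and in a single stage at best-10 and K12C11.3 (early embryo), nhr-25 (L3) and dcs-1 (young adult). The 13 are the regions of Supplemental Table S12 with an enhancer number and FDR values for both stage comparisons. The study chose them on these samples, so their directions are not independent evidence. Peaks were sought in the intervals of that table, while the paper's cloning primers also took in sequence on both sides. The table gives 5 of the 13 regions as more accessible in the early embryo than in L3 at an FDR below 0.05. At 4 of these the early embryo had a peak and L3 had none, namely best-10, ergo-1, K12C11.3 and mltn-12, while Y17D7C.1 had a peak in both. Of the 6 regions given as more accessible in L3 than in the early embryo, only nhr-25 had a peak in L3 alone, and hlh-11, tcc-1, gei-13, swip-10 and C54G6.2 had peaks in both stages. Of the 5 given as more accessible in L3 than in the young adult, mlt-8, gei-13, swip-10 and nhr-25 had an L3 peak and no young adult peak. Of the 4 given as more accessible in the young adult than in L3, the young adult alone had a peak at ergo-1, mltn-12 and dcs-1, and neither stage had one at K12C11.3. The strongest L3 and young adult peaks at these regions were at tcc-1, on chromosome V (ce10). The L3 peak lay from 17857816 to 17858361 (fold enrichment 20.2, rank 5 of 13040) and the young adult peak from 17857824 to 17858370 (20.3, rank 3 of 15159). The early embryo peak there had a fold enrichment of 3.26 and rank 3864 of 27694. Fold enrichments are not comparable between lists, whose medians were 2.09 in the early embryo, 3.08 in L3 and 2.77 in the young adult. At hlh-11, a gene for a basic helix-loop-helix transcription factor, the stronger L3 peak lay on chromosome III from 9618858 to 9619426 (fold enrichment 11.9, rank 154). The dcs-1 peak of the young adult, on chromosome V from 20088321 to 20088925, had a fold enrichment of 9.42 and rank 427. At mlt-8 (chromosome II, 574138 to 574430) and gei-13 (chromosome III, 9646331 to 9646662) the L3 peaks had fold enrichments of 3.20 and 2.67. With 13040 peaks from each list, the early embryo peaks at K12C11.3, mlt-8 and gei-13 dropped out, which left 8 regions with a peak in the early embryo, 8 in L3 and 6 in the young adult. The paper hypothesized that the temporal resolution of its data, which it attributes to precise synchronization of the worms, would capture distal regulatory dynamics of development.

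**Figure D5:**
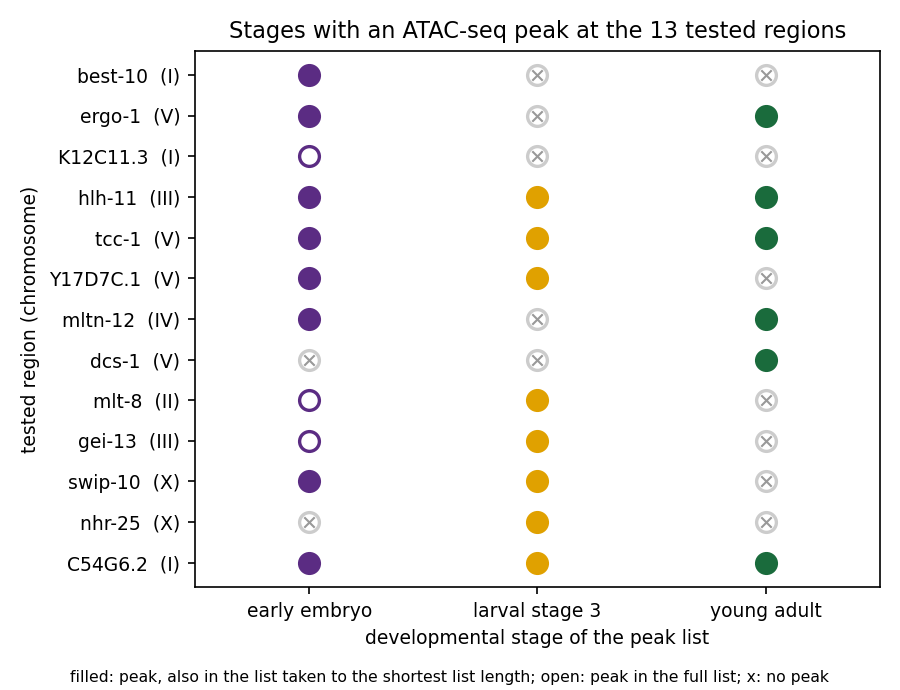
Stages (horizontal axis) with an ATAC-seq peak at each of the 13 tested regions (vertical axis, chromosome in brackets). Filled circles are peaks that are also among the 13040 with the highest −log10 q of their list, open circles are peaks of the full list alone, and crosses mark no peak; 11, 8 and 6 regions have a peak in early embryo, L3 and young adult.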

We generated multiple transgenic *C. elegans* strains with these 13 putative enhancer regions upstream of a minimal promoter (*pes-10*) driving expression of green fluorescent protein (GFP) containing a nucleolar localization signal (NoLS) (Fig. 3A; Table 1; Supplemental Tables S12, S13). To control for specificity, we also tested regions flanking 10 of the 13 putative enhancer regions (Table 1; Supplemental Tables S12, S13). We created numerous (8–11) independent genetic strains for each validated regulatory site to ensure that no artifact of transgenesis (e.g., hybridization of the *rol-6* marker in the extrachromosomal array) could be driving spurious GFP expression (Table 1). By fluorescence microscopy, we examined the spatiotemporal GFP pattern in these transgenic strains to assess the temporal- and tissue-specificity of the putative enhancers and control regions. Using stringent criteria for defining enhancer activity (see Methods), we found that six of the 13 putative enhancer regions (identified by dynamic distal noncoding ATAC-seq peaks) led to specific and consistent spatiotemporal GFP pattern and, for all but one of these, this pattern was observed regardless of the genomic orientation of the region—an important characteristic of enhancers (Table 1; Fig. 3B–G; Supplemental Fig. S5A–E; Ren and Yue 2015). In contrast, zero of the 10 flanking regions led to such a GFP pattern, indicating enrichment for functional enhancers in distal noncoding ATAC-seq peaks that change between stages (*P* = 0.038, one-sided Fisher's exact test) (Table 1). Thus, dynamic chromatin accessibility on its own can mark functional enhancers and can be used to successfully identify novel distal regulatory regions.

**Figure 3.**
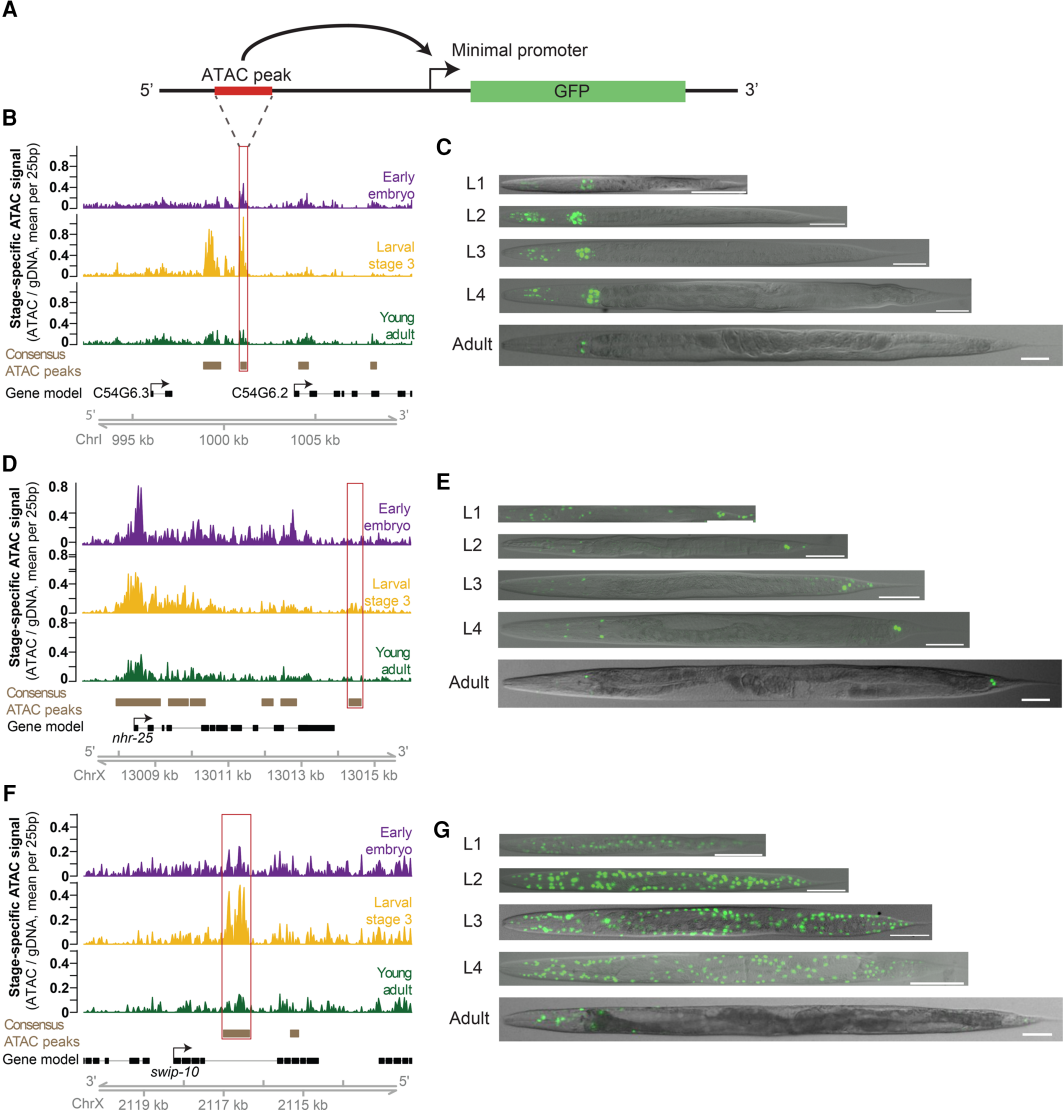
Dynamic ATAC-seq peaks identify functional enhancers with unique spatiotemporal specificity during *C. elegans* development. (*A*) Functional enhancer constructs used to generate *C. elegans* transgenic lines. Putative regulatory regions, or corresponding flanking regions for negative controls, are inserted upstream of a minimal promoter (*pes-10*) driving green fluorescent protein (GFP) localized to the nucleolus. (*B*,*D*,*F*) Distal (>1 kb from a TSS) noncoding ATAC-seq peaks with the largest fold change in ATAC-seq signal between any two stages were screened for potential enhancer activity. The approximate regions tested near *C54G6.2* (*B*), *nhr-25* (*D*), and *swip-10* (*F*) are boxed in red. Note that for *swip-10* (*F*), the plot orientation is reversed for consistency with other plots. (*C*,*E*,*G*) Specific patterns of spatiotemporal enhancer activity in transgenic lines. Representative images of GFP expression in staged *C. elegans* transgenic lines are presented with a 50-µm scale bar. All images were straightened with ImageJ and are grayscale images with florescence overlaid.

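The region tested near C54G6.2 had a peak in every stage. On chromosome I of ce10 its accessible interval, without the flanks that were cloned with it, spans 1000922 to 1001216. The L3 peak from 1000956 to 1001216 had a fold enrichment of 5.66 and ranked 2126 of 13040. The early embryo peak, from 1000922 to 1001151, had a fold enrichment of 5.03 and ranked 1078 of 27694, and the young adult peak, from 1000922 to 1001149, had 3.75 and ranked 4125 of 15159. The neighbouring L3 peak, 933 bp wide from 998886 to 999818 (fold enrichment 5.98), had a young adult counterpart and none in the early embryo. The swip-10 region, on chromosome X from 2116353 to 2117003, was covered by adjoining L3 peaks that meet at 2116706, with fold enrichments of 6.22 (rank 1708) and 4.78 (rank 2990). In the early embryo it held peaks from 2116467 to 2116680 and from 2116762 to 2116944, with fold enrichments of 1.88 and 2.34. The young adult list had no peak anywhere in the window of Fig. 3F. With 13040 peaks from each list, only 1 of the early embryo peaks remained in the swip-10 window.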

**Table 1.**
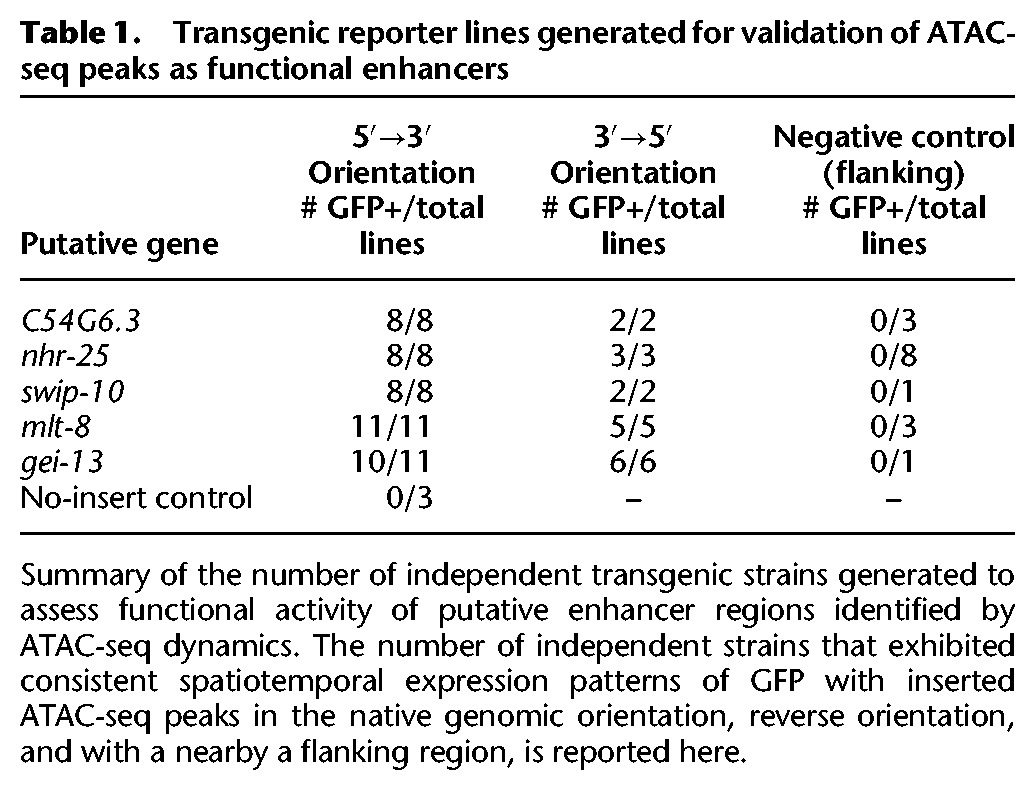
Transgenic reporter lines generated for validation of ATAC-seq peaks as functional enhancers

Importantly, the enhancers we experimentally identified display diverse spatiotemporal activity patterns. Three of the enhancer regions (putatively associated with *gei-13*, *mlt-8*, and *nhr-25*) are active in the head or tail hypodermis during development, while others are active specifically in the pharynx (C54G6.3) or along the flank of the worm (*swip-10*). In addition, the enhancers are located at a wide diversity of genomic positions relative to their putatively associated gene: upstream of the TSS (at distances varying from 1 to 9 kb), within introns, as well as downstream from the coding sequence. An interesting example is the *nhr-25-*associated enhancer, which is downstream from the 3′ UTR, more than 5 kb downstream from the TSS (as defined on the UCSC Genome Browser; this enhancer is also downstream from *npr-10* 3′ UTR on the other side, about 10 kb from the TSS) (Fig. 3D). *nhr-25* is a conserved nuclear receptor primarily expressed in the hypodermis (and somatic gonad) during larval development (Gissendanner and Sluder 2000). 

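The nhr-25 enhancer region had a called peak in L3 alone among the 3 stage lists. Its peak lay on chromosome X from 13014304 to 13014628 (ce10), 325 bp wide, with a fold enrichment of 2.68, a −log10 q of 22.7 and rank 8131 of the 13040 L3 peaks. No early embryo or young adult peak touched this interval. Supplemental Table S12 of the paper gives it as more accessible in L3, with an FDR of 0.026 against the early embryo and 0.00152 against the young adult. In the gene table of WBcel235, another build than that of the peaks and used here for gene order alone, nhr-25 stands between vwa-8 and npr-10. The L3 peak that Fig. 3D places at the start of the gene, from 13007929 to 13008710, had a fold enrichment of 4.34 (rank 3558), and its summit was 5.97 kb from that of the 3′ peak. The early embryo had its strongest peak of the window at the same place, from 13008346 to 13008786 (fold enrichment 5.36, rank 849 of 27694), as did the young adult, from 13008142 to 13008820 (3.72, rank 4179 of 15159). Between the gene start and the 3′ region the stages differed, with 4 early embryo peaks between 13009961 and 13012846 that had no counterpart in the other stages, and an L3 peak from 13009376 to 13009900 with none in the other stages. The window of Fig. 3D held 5 early embryo, 4 L3 and 2 young adult peaks in all, and 3, 4 and 1 with 13040 peaks from each list.

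**Figure D6:**
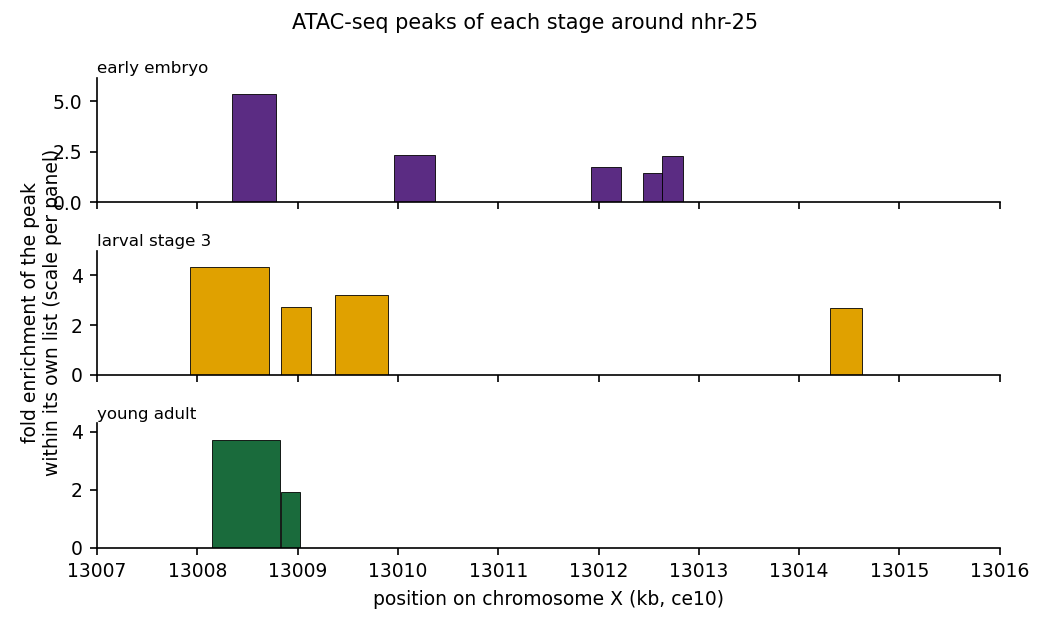
ATAC-seq peaks around nhr-25 in each stage list, by position on chromosome X (horizontal axis, kb in ce10) and the authors' fold enrichment (vertical axis, on its own scale in each panel, so heights are not compared between stages). The peak of the 3′ enhancer region, from 13014304 to 13014628, is present in L3 alone, with a fold enrichment of 2.68.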

The 3′ *nhr-25* enhancer specifically drives GFP expression in approximately 20 hypodermal cells in the head and tail of the worm during larval development (Fig. 3E). The limited expression pattern of the 3′ *nhr-25* enhancer (as well as the other enhancers we identified) indicates that ATAC-seq performed in whole worms is sensitive enough to identify regulatory regions active only in specific cell types, though we cannot rule out the possibility that these regions are also accessible but their activity repressed (e.g., by H3K27me3) in other cells.

Collectively, these findings demonstrate the power of using ATAC-seq dynamics as an unbiased approach to identify functional and conserved enhancers active in a small subset of cells. When applied to whole organisms or complex samples composed of diverse cellular populations, this approach could capture regulatory regions that may have been missed in studies of isolated cell populations.

### Specific motifs for transcription factors predict changes in chromatin accessibility

To explore the regulatory underpinnings of chromatin accessibility dynamics, including that of enhancers, we examined the occurrence of experimentally defined *C. elegans* transcription factor (TF) binding motifs (Narasimhan et al. 2015) in the dynamic chromatin accessibility regions identified by ATAC-seq. In regions that change chromatin accessibility between early embryo and L3 or between L3 and young adult, we observe significant enrichment of motifs associated with TF homologs and orthologs that have previously been connected to chromatin accessibility dynamics (Fig. 4A; Supplemental Fig. S6A). For example, the motif for BLMP-1, the *C. elegans* ortholog of human BLIMP-1/PRDM1, a TF that recruits chromatin-remodeling complexes in human B cells (Minnich et al. 2016), is enriched in peaks that are more accessible in L3 when compared to embryos or adults. Furthermore, the motif for ELT-3, a GATA TF, is enriched in peaks more accessible in L3 than embryos (the GATA family was recently shown to be an important regulator of chromatin accessibility during human hematopoiesis [Corces et al. 2016]).

**Figure 4.**
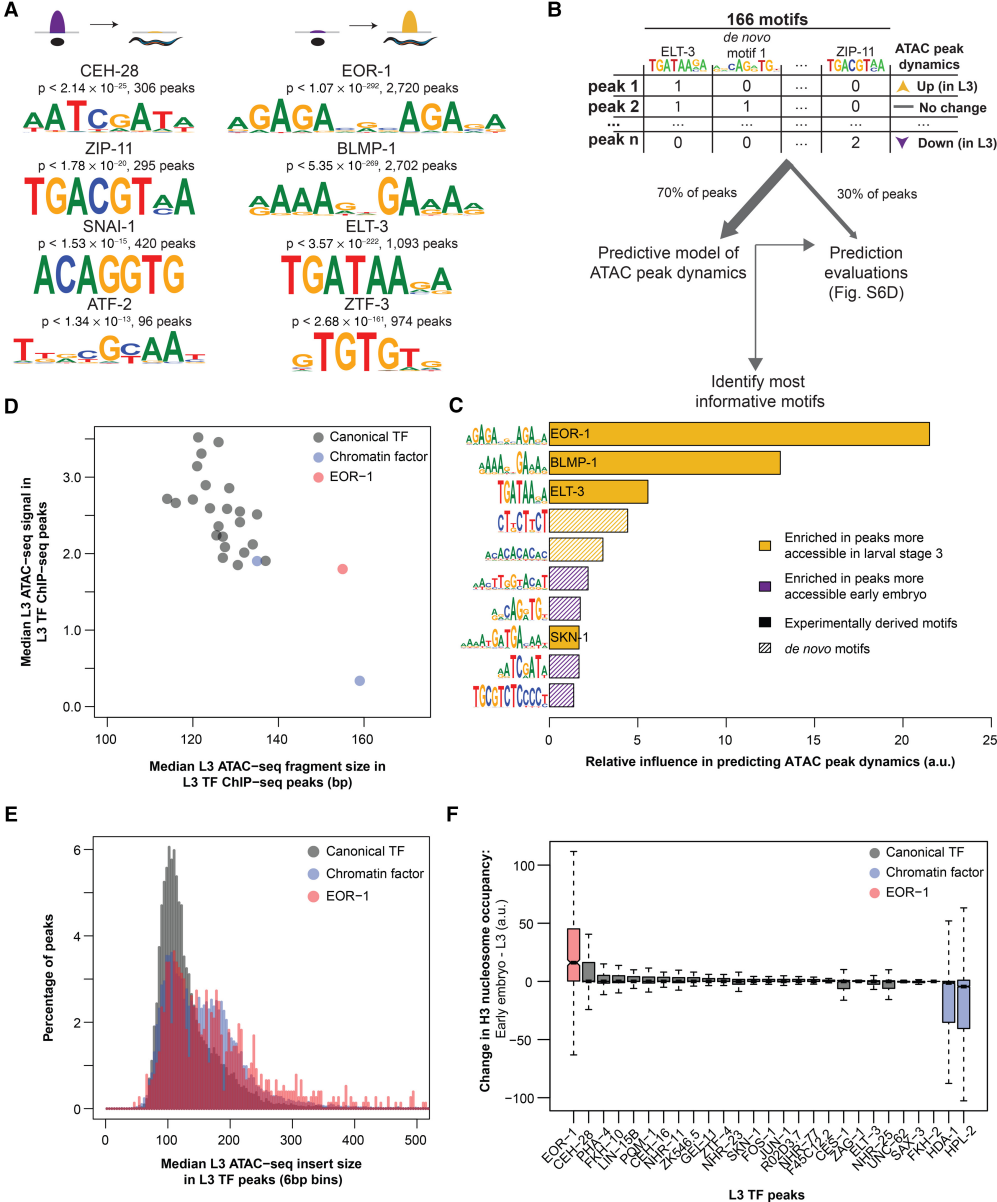
Motifs associated with increases in chromatin accessibility during development reveal key transcription factors with unique binding loci. (*A*) ATAC-seq peaks which decreased (*left*) or increased (*right*) accessibility between early embryo and L3 are enriched for previously identified transcription factor binding motifs; *P*-values are Benjamini-Hochberg-corrected for multiple hypothesis testing. (*B*) The number of instances of previously identified as well as de novo motifs (see Supplemental Fig. S6C) in each consensus ATAC-seq peak were used as features in a machine learning model to predict how each ATAC-seq peak changed between early embryo and L3 (increasing, decreasing, or no change). A training set (70% of all ATAC-seq peaks) was used to build the model, while the remaining held-out testing set was used to assess model quality (see Supplemental Fig. S6D). (*C*) The relative influence of every motif from the machine learning model in Figure 4B was quantified. Solid bars are previously defined motifs, while hashed bars are de novo identified motifs in dynamic ATAC-seq peaks. (*D*) The median L3 ATAC-seq signal and fragment length at the midpoint (±50 bp) of L3 ChIP-seq peaks; box plots of the same data are in Supplemental Figure S7C,D. (*E*) Histograms of L3 ATAC-seq fragment size at the midpoint (±50 bp) of L3 ChIP-seq peaks were calculated and normalized to percentages. Canonical TFs and chromatin factors were then aggregated and plotted. (*F*) The change in H3 nucleosome occupancy between early embryo and larval stage 3 at the midpoint of each L3 transcription factor ChIP-seq peak was calculated using DANPOS (Chen et al. 2013b) and publicly available H3 ChIP-seq.

The DNA binding motif for EOR-1, which resembles a dimeric version of the canonical GAGA motif, was significantly enriched in distal noncoding ATAC-seq peaks (Supplemental Fig. S6B) and in ATAC-seq peaks that gained in accessibility in L3 versus embryo (Fig. 4A). This GAGA/EOR-1 motif was also present in two of the five functional enhancers that we experimentally validated, including the *nhr-25*-associated enhancer described above. TFs binding GAGA motifs have been identified as modulators of chromatin structure dynamics from plants to humans (Lund et al. 2013; Srivastava et al. 2013; Hecker et al. 2015), and the GAGA motif itself is required for full functionality in two previously defined *C. elegans* enhancers (Jantsch-Plunger and Fire 1994; Harfe et al. 1998). Finally, GAGA/EOR-1 factors might play an important role in the regulation of chromatin accessibility as EOR-1 genetically interacts with components of two nucleosome remodeling complexes, SWI/SNF and RSC (Lehner et al. 2006), and a dimeric GAGA motif nearly identical to the EOR-1 motif is highly enriched in ChIP-seq peaks for two separate SWI/SNF components in *C. elegans* (Riedel et al. 2013).

To independently verify the importance of the GAGA/EOR-1 motif, we developed a machine learning model to identify the TF binding motifs that are predictive of regions that gained or lost accessibility between early embryo and larval stage 3. This machine learning method is unbiased and allowed for the integration of the largest available set of previously defined *C. elegans* TF binding motifs (107 high-confidence motifs from 98 TFs out of more than 750 TFs in the *C. elegans* genome [Narasimhan et al. 2015]) as well as 59 motifs discovered de novo in regions that changed in accessibility between early embryo and L3 (Fig. 4B; Supplemental Fig. S6C; see Methods). Using this machine learning framework, we identified the motifs that are the most predictive of ATAC-seq dynamics; the top three most informative motifs in our model are the GAGA motif that we identified above and motifs for known chromatin regulators (BLMP-1 and ELT-3) (Fig. 4C). Thus, machine learning independently supports the GAGA/EOR-1 motif as a potential important regulator of chromatin accessibility.

We next investigated whether EOR-1 may play a role in chromatin accessibility changes. An EOR-1 ChIP-seq data set at L3 (Araya et al. 2014) revealed enrichment for a dimeric GAGA motif (Supplemental Fig. S7A) and was significantly enriched for regions that overlapped ATAC-seq peaks that gain accessibility in L3 compared to early embryo (Supplemental Fig. S7B), indicating that EOR-1 is indeed bound to the GAGA motif and that EOR-1 may be involved in regulating chromatin accessibility. To examine if EOR-1 is found at closed chromatin, we quantified not only ATAC-seq signal but also ATAC-seq fragment size, as larger ATAC-seq fragments correlate with higher nucleosome occupancy and less accessible chromatin regions (Buenrostro et al. 2013; Bao et al. 2015; Schep et al. 2015). EOR-1 ChIP-seq peak summits at L3 have significantly larger fragment sizes (indicative of less accessible chromatin regions) than all 24 canonical TFs and the histone deacetylase HDA-1 ChIP-seq peak summits (FDR < 0.05) (Fig. 4D; Supplemental Fig. S7C,D; Supplemental Table S14). In fact, the only factor with larger ATAC-seq insert sizes was the heterochromatin-associated protein HPL-2. The larger ATAC-seq insert sizes at EOR-1 binding sites are unlikely to be due to the binding of other TFs hindering the ability of transposons to interact with the genomic DNA because EOR-1 ChIP-seq peaks did not show unusual overlap with the other TFs assessed (Supplemental Fig. S7E). These observations are consistent with the possibility that EOR-1 is uniquely present at regions with less accessible chromatin compared to other TFs.

To more closely investigate the chromatin accessibility landscape of EOR-1 peaks at the L3 stage, we generated aggregated histograms of the median ATAC-seq fragment sizes for the ChIP-seq peak summits of EOR-1, all canonical TFs, and the chromatin-associated factors HPL-1 and HDA-1 (Fig. 4E; Supplemental Fig. S7F). As expected, canonical TFs are predominantly found at regions with short ATAC-seq insert sizes (<147 bp, the length of DNA wrapped around a nucleosome), whereas chromatin factors, especially HPL-2, are also present at regions with larger ATAC-seq fragment sizes (with many >147 bp). Strikingly, EOR-1 was found both at regions with short ATAC-seq insert sizes as well as at regions with larger ATAC-seq fragment sizes (>147 bp). Together, these results suggest that EOR-1 may, in some cases, bind to or at least be immediately adjacent to nucleosome-occupied DNA.

We next quantified nucleosome occupancy dynamics in the summits of ChIP-seq peaks using publicly available histone H3 ChIP-seq data (Gerstein et al. 2010; Contrino et al. 2012). EOR-1 peak summits exhibited a large decrease in nucleosome occupancy from embryo to L3, and this was distinct from the canonical TFs assessed (Fig. 4F). In contrast, chromatin factors such as HPL-2 and HDA-1 exhibited an increase in nucleosome occupancy. These results suggest that EOR-1 binding sites exhibit changes in chromatin accessibility during the transition from early embryos to L3 that are unique from the other factors analyzed.

Taking these observations collectively, we propose four potential models to explain the unique binding profile of EOR-1: (1) EOR-1 is capable of binding to both open and closed chromatin (depending on the loci or the tissue); for example, EOR-1 could bind open sites in one tissue but closed sites in another tissue (Fig. 5A); (2) EOR-1 binds immediately adjacent to nucleosomes (resulting in larger ATAC-seq fragment sizes), including those nucleosomes that shift location between early embryo and L3 (explaining the change in accessibility and nucleosome signal) (Fig. 5B); (3) EOR-1 binds open chromatin as part of a larger complex, including factors not assayed here (e.g., EOR-2 [Howell et al. 2010]), thereby hindering the ability of transposons to interact with the genomic DNA (Fig. 5C); and (4) EOR-1 binds closed chromatin as a pioneer factor and contributes to its opening (Fig. 5D). Future experiments, such as nucleosome binding assays and chromatin profiling of *eor-1* mutants, will be needed to distinguish between these models and to fully elucidate the mechanism underlying the unusual binding profile of EOR-1. Collectively, these analyses suggest that ATAC-seq on a complex sample can identify factors with unusual chromatin binding patterns that could regulate chromatin dynamics during development.

**Figure 5.**
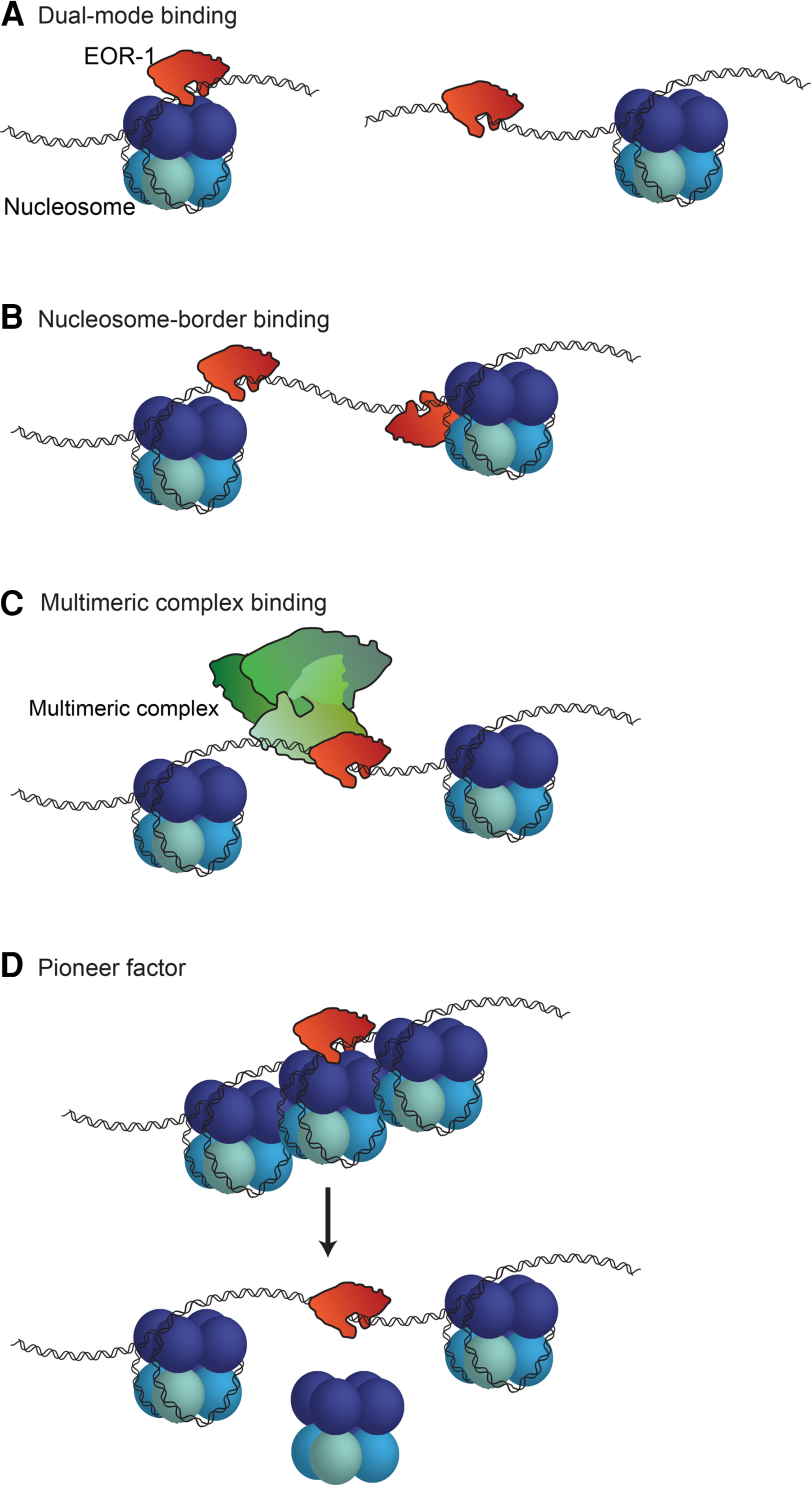
Possible models to explain EOR-1 binding characteristics. EOR-1 could either (*A*) bind both open and closed chromatin, depending on the genomic loci or the tissues; for example, EOR-1 could bind open sites in one tissue but closed sites in another tissue, (*B*) bind immediately adjacent to nucleosomes, (*C*) act as part of a large complex, or (*D*) act as a pioneer factor by binding and contributing to opening closed chromatin.

## Discussion

Here, we show for the first time that sensitively measuring chromatin accessibility in a whole metazoan can detect dynamic changes throughout development and even identify novel functional enhancers active in only a small subset of the whole organism. Among the three developmental stages surveyed, we identified over 30,000 accessible sites which could serve as a catalog to facilitate the discovery of previously unknown distal regulatory loci (Supplemental Table S3) such as insulators and enhancers. This approach, developed here for *C. elegans*, should be readily applicable to other complex samples in vivo such as whole mammalian organs or tumor samples.

In *C. elegans*, enhancer identification has historically been limited, with most previous studies employing a single gene approach and focusing on promoter-proximal regions (Jantsch-Plunger and Fire 1994; Harfe et al. 1998; Lei et al. 2009). Other groups have identified enhancers genome-wide but have not functionally validated predicted enhancer activity (Vavouri et al. 2007; Chen et al. 2013a). In this study, we identify and functionally characterize distal ATAC-seq peaks as novel, active enhancers. These enhancers have a range of spatiotemporal activity patterns that are orientation-independent and are found at a diversity of genomic locations, suggesting that enhancers may be more prevalent in *C. elegans* gene regulation than previously appreciated. We note that some of these regions could also be promoters, especially when they are closer to the TSS, since promoters could also function in a bidirectional manner (Core et al. 2008; Jin et al. 2017). Indeed, two of the five regions we identified as enhancers (*gei-13* and *mlt-8*) have previously been suggested to be promoters (despite their ChromHMM enhancer annotation) (Chen et al. 2013a). Thus, further experimental work will be required to verify the exact nature of the regulatory regions defined by ATAC-seq.

An interesting example is the enhancer downstream from the conserved transcription factor *nhr-25*. This putative *nhr-25* enhancer is located 5 kb downstream from the *nhr-25* TSS and acts in an orientation-independent manner. Thus, this enhancer might be looping to the *nhr-25* TSS to enhance transcription, although the limited spatial resolution of current Hi-C data in *C. elegans* (Crane et al. 2015) does not provide information on the three-dimensional chromatin structure of the *nhr-25* locus. This enhancer model contrasts with the promoter-proximal model most often thought to regulate gene expression in *C. elegans* but agrees with the recent Hi-C study which identified insulator-like loci throughout the *C. elegans* genome (Crane et al. 2015). Insulators are important regulators of three-dimensional chromatin architecture (Schoborg and Labrador 2014). Interestingly, *nhr-25* orthologs in fly (*Ftz-F1*), mouse (*Nr5a1*), and human (*NR5A1*) exhibit a consistent signature of three-dimensional chromatin architecture downstream from the 3′ UTR (insulator class I in flies and CTCF-binding sites in mice and humans [Sharov et al. 2006; Rosenbloom et al. 2013; Attrill et al. 2016]). While *C. elegans* does not possess a CTCF ortholog, our results raise the intriguing possibility that the *nhr-25* enhancer we have identified is evolutionarily conserved.

Furthermore, we have uncovered a potential role for a likely GAGA factor in *C. elegans*, EOR-1. The EOR-1 motif we initially detected closely resembles a dimeric version of the canonical GAGA motif bound by Trl/GAGA-Associated Factor (GAF) in *Drosophila*. GAF is a multifaceted transcription factor that can associate with heterochromatin (Raff et al. 1994), remodel chromatin in concert with nucleosome remodelers (Okada and Hirose 1998), and act as a transcriptional activator, in part due to its ability to increase chromatin accessibility (Adkins et al. 2006). Like *Drosophila* GAF, *C. elegans* EOR-1 is a transcriptional activator in the Ras/ERK signaling pathway that has been suggested to also repress gene expression (Liu et al. 2011a). GAF and EOR-1 are also similar in that both proteins have a BTB/POZ domain on their N terminal as well as C2H2 zinc-fingers and polyQ domains on their C terminals (Howard and Sundaram 2002). This dual action (gene activation and repression) is particularly interesting considering the bimodal binding pattern we found when examining ATAC-seq fragment size in EOR-1 binding sites.

In *C. elegans*, EOR-1 genetically interacts with at least two chromatin remodeling complexes (SWI/SNF and RSC) (Lehner et al. 2006). This is noteworthy given our findings that EOR-1 is found in less accessible and potentially even nucleosome-occupied regions of the genome and that the EOR-1 motif is predictive of increased accessibility in development. GAGA-factors are conserved regulators of gene expression (Ohtsuki and Levine 1998; Mahmoudi et al. 2002; Petrascheck et al. 2005; Srivastava et al. 2013), and a GAGA motif has been found to be necessary for enhancer functionality in *C. elegans* (Harfe et al. 1998). Indeed, two out of five of the novel validated enhancers identified in this study (*nhr-25* and *swip-*10) contain an EOR-1/GAGA motif. Collectively, these data suggest that EOR-1 might regulate chromatin accessibility at enhancers in *C. elegans* and potentially other species.

Using *C. elegans* as a paradigm, we have shown that ATAC-seq performed on complex, heterogeneous samples can reveal novel, spatiotemporally specific genetic regulators and that measuring chromatin accessibility across a developmental time course can identify important dynamic regions. We have highlighted important applications of this approach: discovering functional distal regulatory regions active in only a small subset of the total sample and identifying candidate regulators of genome-wide chromatin dynamics. This data set, which represents an initial atlas of genome-wide chromatin accessibility and candidate distal regulatory sites in *C. elegans*, should be a valuable resource for the community. The fact that a genome-wide chromatin accessibility assay performed in whole organisms can sensitively identify previously undiscovered functional enhancers in vivo raises the exciting possibility that distal regulation plays a more important role than previously believed in the nematode.

## Methods

Brief methods can be found below, but in all cases more details can be found in the Supplemental Methods.

### *C. elegans* ATAC-seq

Three sets of completely independent biological replicates were prepared by harvesting and then flash-freezing tightly temporally synchronized samples at three different stages: early embryo (in utero), larval stage 3 (36 h post-egg lay), and young adult (57 h post-egg lay). Native nuclei were purified from frozen samples using mechanical homogenization as previously described (Haenni et al. 2012). The purified nuclei were immediately used for the ATAC-seq protocol (Buenrostro et al. 2013). An input control was also generated by using 10 ng of genomic DNA. Sequencing was performed using 101-bp paired-end sequencing on an Illumina HiSeq 2000.

### ATAC-seq alignment and peak calling

The ATAC-seq libraries were sequenced to a median depth of over 17 million unique, high-quality mapping reads per sample (Supplemental Table S1). Prior to mapping, standard next-generation sequencing quality control steps, as well as ATAC-seq-specific quality control steps, were performed. Individual replicate ATAC-seq peaks were called using a custom pipeline which used MACS (v2.1) (Zhang et al. 2008) to call the peaks. To identify the most high-confidence set of peaks, we employed a strategy that emphasized peaks which were consistently observed across replicates. All peaks were masked for regions with significant signal in the input control and for previously identified regions known to give spurious results in next generation sequencing assays (Boyle et al. 2014). The result was a set of 30,832 consensus ATAC-seq peaks.

### Selection of putative enhancers and generation of enhancer reporter constructs

For the enhancer screen, each putative regulatory region was cloned in the pL4051 plasmid (a gift from Andrew Fire) upstream of a minimal promoter (*pes-10*) driving expression of a *C. elegans* intron- and photo-stability-optimized GFP containing an N-terminal nucleolar localization signal. Putative regulatory regions were chosen by selecting ATAC-seq peaks that exhibited the largest differential accessibility between two stages and that were at least 1 kb from a transcription start site (as defined on the UCSC Genome Browser). Flanking negative control regions were chosen by selecting regions within 2 kb of the putative regulatory regions that were not in peaks of accessibility. Primers were designed to amplify each region as well as 50–500 bp flanking either side (Supplemental Table S13).

### Enhancer screen in *C. elegans*

Stable extrachromosomal transgenic lines for putative enhancer regions (in both orientations), negative control regions, and the no-insert controls were generated. Multiple independent lines were generated per construct (Table 1). For each line, mixed-staged worms were screened for GFP signal distinct from the no-insert control background signal, which is 1–2 nuclei near the pharynx in all larval and adult stages (Supplemental Fig. S5E). To quantify the consistency of GFP expression pattern, all lines (including the negative control lines) (Table 1) were scored for GFP expression pattern in a blinded manner.

### Machine learning models to predict accessibility changes with motifs

To predict changes in accessibility between early embryo and larval stage 3, the number of each mapped *C. elegans* motif from cisBP (v1.02) (Weirauch et al. 2014) and each de novo discovered motif found in the dynamics ATAC-seq peaks between early embryo and L3 (59 in total) was counted to create a matrix of 166 motif-counts and 30,832 ATAC-seq peaks. The ATAC-seq peaks were split into a training set (70%) and a testing set and several classification models evaluated. We found that a generalized boosting model (GBM) (https://CRAN.R-project.org/package=gbm) had the best accuracy while still allowing for interpretation of which motifs were the most informative. Given the unbalanced classification problem, we used balanced accuracy as our primary metric of classification success (Supplemental Fig. S6D).

### Software availability

All analysis source code is freely available at https://github.com/brunetlab/CelegansATACseq, as well as in the Supplemental Material.

## Data access

The raw data as well as stage-specific peaks for all three stages and the input control have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE89608.

## Supplementary Material

Supplemental Material

# Supplementary material for: Chromatin accessibility dynamics reveal novel functional enhancers in C. elegans
**Source:** Genome Res. 2017 Dec;27(12):2096–107. doi: 10.1101/gr.226233.117
**Supplement:** Supplemental Material

Chromatin accessibility dynamics reveal novel functional enhancers in C. elegans — Supplemental Material 

# Chromatin accessibility dynamics reveal novel functional enhancers in *C. elegans*

## Supplemental Material

undefined

- Supplemental\_Material.pdf
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S4.xlsx
- Supplemental\_Table\_S5.xlsx
- Supplemental\_Table\_S6.xlsx
- Supplemental\_Table\_S7.xlsx
- Supplemental\_Table\_S8.xlsx
- Supplemental\_Table\_S9.xlsx
- Supplemental\_Table\_S10.xlsx
- Supplemental\_Table\_S11.xlsx
- Supplemental\_Table\_S12.xlsx
- Supplemental\_Table\_S13.xlsx
- Supplemental\_Table\_S14.xlsx
- Supplemental\_Extended\_Protocol.docx
- Supplemental\_CelegansATACseq-master.zip
- Supplemental\_Extended\_Protocol.xls

# Supplementary material for: Chromatin accessibility dynamics reveal novel functional enhancers in C. elegans
**Source:** Genome Res. 2017 Dec;27(12):2096–107. doi: 10.1101/gr.226233.117
**Supplement:** Supplemental Material

*C. elegans* ATAC-seq

Aaron C. Daugherty, PhD

Written: December 8^th^, 2014; Updated May 14^th^, 2017

This whole-*C. elegans* ATAC-seq protocol was developed for “Chromatin accessibility dynamics reveal novel functional enhancers in *C. elegans*)” (Daugherty *et al*.). For this study, we grew worms on standard solid media and used tight temporal synchronization (45min) achieved without bleach. These steps were performed to ensure that environmental effects did not alter chromatin signatures while minimizing sample variation.

**Protocol outline**:

1. For each replicate, grow1-2 10cm plates of well-synced C. elegans aged to the appropriate point
2. Harvest nuclei
3. Perform standard ATAC protocol
4. QC libraries
5. Sequence

**Reagents and tools:**

1. 2x NPB (see attached Excel sheet)
2. Wheaton stainless steel tissue homogenizer: http://www.amazon.com/Wheaton-Stainless-Dura-Grind-Grinder-Overall/dp/B00797LTQG  (clearance 0.0005 inches

=

12.5

µm). I use the small one (7mL), and I clean it with: H2O, bleach, EtOH, milliPore H2O
3. Nextera DNA Sample Preparation Kit
4. NEBNext High-Fidelity 2X PCR Master Mix
5. Qiagen mini elute columns
6. Pure SYBR (not a master mix)
7. 1.5mL Non-stick microfuge tubes
8. Standard lab stocks

**Detailed protocol**

Everything here is for a single replicate, though I tend to grow an excess number of worms for ease.

1. **Growing well-synced worms**
   1. Bleach a single mixed stage 6cm plate, and split to 3-4 10cm plates seeded with ~500uL of 2x OP50
      1. Avoid starving due to possible transgenerational inheritance issues changing chromatin signature
   2. Grow at 20C for ~2.5days
   3. Once gravid, wash off all plates with M9 into a 15mL conical tube.
      1. *By harvesting worms as they are starting to lay eggs, and before L1s have hatched, subsequent syncing will be improved.*
   4. Wash 1x with M9.
   5. If growing larval or adult stages:
      1. Split the worms evenly between 3-4 fresh 10cm plates seeded as above.
         1. *After the last wash, remove the SN to ~<200µL to avoid putting too much liquid on the plates*
      2. After the plates are dry (should be a few minutes at most), return to 20°C for 45min
      3. Wash off all plates.
         1. *If generating gDNA input controls, use these parents (see below), otherwise discard.*
      4. Approximately every hour check for and remove any remaining parents
         1. *One or two will occasionally ‘hide’ on the edge of the plate*
      5. Grow worms to appropriate age
      6. Harvest by washing off with M9
      7. Wash >= 2x with M9
      8. Flash freeze in liquid N2, store at -80°C
   6. If harvesting early embryos:
      1. Do standard beach prep (see Wormbook), being sure to remove all parental worm parts
      2. Wash 2X with M9
      3. Flash freeze in liquid N2, store at -80°C until ready to complete steps 2 and 3 together
2. **Harvesting nuclei**

*This is adapted from the FANS paper: <http://www.ncbi.nlm.nih.gov/pubmed/22467213>

- Using non-stick tubes helps with yield.

- 1. Before you start:
     1. Chill Wheaton at 4°C
        1. *Do NOT chill at -20*°*C*
     2. Make 4x NPB- (see below)
     3. Immediately before beginning, add fresh reagents, to final concentration of 2X
     4. Pre-chill centrifuge to 4°C
  2. Thaw worm pellet (from above) on ice and perform all subsequent steps on ice.
  3. Transfer worms to a pre-chilled Wheaton stainless-steel tissue grinder. Add an equal volume of ice-cold 2x NPB (see below and attached Excel sheet)
     1. *Ensure the final volume is at least ~150µL or the Wheaton will not work well*
  4. Homogenize by doing 2 to 3 strokes but no more than 4
     1. *More may burst the nuclei*
  5. Let the unbroken worms and big worm pieces settle to the bottom of the Wheaton
     1. *Approximately 5 minutes is generally enough*
  6. Separate supernatant (SN) (contains nuclei) from pellet by spinning at lowest possible speed (200g) in chilled centrifuge
  7. Transfer SN to fresh tube on ice
  8. Resuspend pellet in NPB 2x
     1. *Again at least a total volume of ~150µL*
  9. Repeat steps d-h until there are no visible worm pieces, each time adding the SN to the same tube
     1. *After the last sample wash out the Wheaton with extra 2xNPB*
  10. After pooling the SN samples, perform another 200g spin and transfer the SN to a final tube
      1. *Optional, but helpful*
  11. To pellet the nuclei, spin at 1000g for 10min
  12. Once the nuclei are pelleted, COMPLETELY remove the SN
      1. *The nuclei will not be visible, so make sure to note where the pellet should be – usually by placing the tube tab up before spinning*
      2. *Leaving even a few µL can result in sequencing a lot bacterial DNA if you’re working with larval or adult stages.*
  13. Go directly to step 3
  14. If performing input control/gDNA prep:
      1. Using embryos will avoid any bacterial contamination issues
      2. Isolate gDNA from nuclei (standard approach):
         1. proteinaseK
         2. RNase
         3. Phenol/chloroform extract
      3. Rather than using nuclei in step 3b (below), add 10ng of very clean gDNA. Otherwise treat it as other samples

1. **ATAC**
   1. While pelleting nuclei above, prepare ATAC buffer: 25µL 2X tagmentation buffer, 22.5µL H2O
   2. Resuspend the pelleted nuclei with 47.5µL of buffer from step 3a.
   3. Add 2.5µL of tagmentation enzyme (i.e. Tn5)
   4. Incubate at 37°C for 30mins, then move to 4°C
      1. *If performing several preps in sequence, let samples sit at 4°C for up to a few hours (longer may be okay), while completing subsequent samples.*
   5. Perform a standard Qiagen mini-elute column clean up
      1. The only modification is that following the PE wash and subsequent spin, carefully suck off any droplets of remaining EtOH from the rubber gasket in the column
         1. *Be careful not to puncture the filter*
         2. *This is because even 1µL of EtOH can be problematic when you’re eluting in 10µL*
      2. Elute in 10µL of warm EB
   6. Samples can be frozen at -20°C until all preps are ready
   7. Perform PCR amplification
      1. Wait until all samples are ready
      2. Set up a 50µL reaction using all 10µL of a sample as template
         1. See attached Excel sheet for details
         2. Assuming you’re multiplexing, each reaction should get a unique primer2 (The [supplement](http://www.nature.com/nmeth/journal/v10/n12/full/nmeth.2688.html#supplementary-information) of the original paper lists all of the primers you might need; we ordered ours as we would any other primer)
   8. Perform the first 5 cycles, but then hold the reactions at 4°C
   9. While those 5 cycles are running, set up the qPCR reactions
      1. See Excel file for details
      2. Which primer 2 you use doesn’t matter because they’re all similar enough to work
   10. Use 5µL of the PCR from step h as template for the qPCR reaction
       1. Use the same thermocycling steps as for step h
   11. Once each sample in the qPCR has plateaued, find the number of cycles it took for each to reach the 1/3max fluorescence value
       1. The idea is to make sure you amplify your samples to the beginning of the linear portion of the graph, so that you do not overamplify your libraries
   12. Return to the original PCR in step h and let each sample continue the number of cycles noted in step k.
   13. Once all are done, perform a standard Qiagen PCR clean up, elute in 25µL of warm water (or dilute TE), let stand for a few minutes to get optimal yield.
2. **Quality Control (QC) libraries & sequence**
   1. Run ~3µL of sample on a 5% TBE gel (we use precast from biorad).
      1. You’re looking for laddering of around 150bp which indicates that you have reads corresponding to mono-, di-, tri-, etc nucleosomes
      2. This step can be skipped, but if you’re just starting it’s a good idea to perform.
         1. *If you don’t see laddering, you may want to further amplify your samples for QC, but do sequencing those libraries is not recommended as they will be overamplified*
   2. Submit a few µL to the bioAnalyzer, interrogating the fragments b/t 100 and 700bp.
      1. *There is a good chance that you will have larger fragments as well, and these are most likely gDNA flow through that will not stick to the sequencing chip, but they do complicate quantifying total DNA.*
      2. *More accurate quantification can be performed using a qPCR based approach, see the original ATAC-seq paper.*
   3. Submit to the sequencer using the concentration you got from step b.
      1. These are odd looking libraries and sequencing facilities may be surprised/concerned if they are expecting ChIP-seq looking libraries. These libraries need to be clustered more tightly (i.e. put on more DNA than you normally would for a ChIP-seq library) and that’s because there is a portion of the DNA that is in fact not sequence-able because it doesn’t have the adaptors on it (the gDNA flow through from above).
      2. If your facility has not worked with ATAC-seq samples before, it may be worthwhile to try an experimental run with samples at a range of concentrations.

How the deposited data were processed for this re-analysis (not part of the article)

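Chromatin accessibility was measured by ATAC-seq in whole C. elegans at 3 stages, with 3 replicates of early embryos, larval stage 3 (L3) and young adults, and in 1 input library of genomic DNA. The files analysed here hold 1 list of accessible peaks per stage, made by the authors from the pooled replicates. According to the paper's methods, its code supplement and the submitters' processing notes, the authors mapped paired-end reads to the ce10 genome with Bowtie2 2.1.0, removed duplicates with Picard, kept well mapped reads, moved read ends to the transposase insertion sites and called peaks with MACS at a q of 0.05. They split peaks between neighbouring summits, favoured peaks seen across replicates, by a rule that the code supplement does not give for the stage lists, and removed blacklisted regions and regions with signal in the input. Pooling leaves no spread between replicates, and splitting raises the number of peaks, as given beside the counts.

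For each peak the deposited lists give its position, a summit, a display score, a fold enrichment and −log10 values of p and q. The score written by the authors' peak caller is 10 times −log10 q without decimals, which was checked to hold in 27693 of 27694 early embryo peaks and in every L3 and young adult peak, so it was not used further. The deposited fold enrichment is a ratio to the local background of the same pooled library at the summit. The authors' −log10 p and −log10 q values come from that comparison and rise with depth, and −log10 p was not used. Fold and −log10 q were therefore used only to describe, rank or filter peaks within a list.

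Depth per library was taken from Supplemental Table S1 of the paper, since the lists hold no reads. L3 was sequenced least and the early embryo most, so a site absent from the L3 or young adult list may lie below detection at that depth. Exact (Clopper-Pearson) 95% intervals on shares of peaks cover counting error only.

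Peaks of different stages were called shared when the overlap covered at least 0.5 of either peak, the portion used in the authors' code. Overlap was compared with chance by shifting one list round each chromosome by a random distance, 1000 times, in a one-sided permutation test. Jaccard indices in base pairs, ratios of exclusive peaks and differences between lists in chromosome X and centre shares were given 95% bootstrap intervals. These used 1000 draws of 500 kb blocks of the nuclear genome. Chromosome lengths were taken as the largest peak end in any list, and the centre of an autosome as the middle of 3 equal parts of that length. The probability that a shared peak is stronger than an exclusive one was computed within each list, with 200 bootstrap draws and no p-value. Each interval and test compares lists and not replicated conditions.

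The regions and peaks named were set by a rule written before the data were examined. They were the regions of Supplemental Table S12 with an enhancer number and both FDR values and its regions for DAF-12 and LIN-41, the peaks in the plot windows of cav-1, daf-12, kin-1, nhr-25, C54G6.2, swip-10, mlt-8 and gei-13 in the code supplement, the 5 peaks found in 1 stage with the highest fold in each list, the 5 strongest L3 peaks shared by all stages, and the 500 kb blocks with the highest share of peaks found in 1 stage among blocks with at least 20 peaks. The paper's values for the regions of Table S12 had been seen by then. The authors' summit merge was applied at 300 bp, the distance that the later steps of their code name. Alternatives were a −log10 q of at least 2 or 5, overlaps of 1 bp or of 0.5 of both peaks, equal numbers of peaks from each list (13040, by −log10 q or by fold), joined neighbours, merges at 150 bp or at 1 bp, independent random placement and covered base pairs.

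Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. The overlap counts were checked against bedtools 2.31.1 for all pairs of lists and differed by 0 peaks. In a test on simulated data, a copy of the L3 list with some peaks moved by a short distance, the others removed and unrelated intervals added in gaps, 100% of the peaks kept in the copy and 0.0153% of those removed were called shared. Such values follow from the short move and the gaps. They check the code and do not measure how well counterparts in other stages are found.

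Of the 16 gene names looked up in the gene table of WBcel235, 16 matched, and this table was used for names and gene order alone because its build differs from ce10. No genome or annotation of ce10 was used here, so distances to transcription start sites, distal noncoding peaks, gene lists, motifs in exclusive peaks and motifs in the cloned regions were not run. Supplemental Tables S3 and S9 to S11 were held in part and not used.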

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

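The mitochondrial genome, which the paper's main text does not discuss, carried 5 peaks in the early embryo list. Their fold enrichments were 1.25 to 1.43, at ranks of 27366 to 27689 among 27694 peaks, while their −log10 q values were 246 to 796 against a list median of 37.8, and all 5 were among the 13040 peaks with the highest −log10 q. The L3 list had 2 peaks there and the young adult list 3, with fold enrichments of 1.53 and 1.65 and of 1.19 to 1.54. Their −log10 q values were high too, at 318 and 467 in L3 and 124 to 883 in the young adult. Mitochondrial peaks made up 0.0181% of the early embryo, 0.0153% of the L3 and 0.0198% of the young adult list. They were thus not particular to the early embryo, and no explanation was tested.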

How the results depend on the processing

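No paired analysis was possible because each stage has 1 list made from pooled replicates, and no replicate was left out for the same reason. The alternatives were set before the data were examined, apart from those on peaks found in 1 stage and on the 5 young adult blocks. The numbers of peaks and consensus regions, the larger number of exclusive peaks between early embryo and L3 and the numbers of tested regions with a peak kept their direction and their side of the threshold, or stayed within 1.5 times the value reported, under every alternative run on them. Overlap stayed above chance in the permutation test with p = 0.001, the smallest that 1000 draws give, but its size changed from 7.79 to 13.2 times chance to 5.27 to 8.69 times with a 1 bp overlap, and was 7.83 to 13.2 times with independent random placement. The exclusive peaks between early embryo and L3 numbered 20449 with full lists and 11867 with equal numbers of peaks. In the plot windows, 8 of 48 recounts moved by more than 1.5 times, each with equal numbers of peaks. They were the early embryo recounts at daf-12, kin-1, nhr-25, C54G6.2, mlt-8, swip-10 and gei-13 and the young adult recount at nhr-25. Equal numbers leave the L3 list unchanged, and a −log10 q of at least 5 removed only 87 early embryo, 36 L3 and 39 young adult peaks. Counts under such settings could move little, so their stability says little. Depth limits the comparison most in L3 and the young adult, and whether a peak missing there lies below detection was not tested.

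Shares of shared peaks depended on the overlap and list length. In the order early embryo in L3, early embryo in young adult, L3 in early embryo, L3 in young adult, young adult in early embryo and young adult in L3, they were 38.9%, 42.5%, 77.5%, 74.0%, 73.4% and 64.0% with 1 bp, 32.6%, 35.8%, 69.3%, 67.4%, 65.4% and 58.0% with 0.5 of both peaks, 54.7%, 52.8%, 54.3%, 68.8%, 51.9% and 67.7% with equal numbers by −log10 q, and 54.7%, 53.4%, 54.4%, 68.7%, 52.5% and 67.6% with equal numbers by fold. Equal numbers shorten the early embryo and young adult lists by construction, and a stricter overlap removes matches. The probability that a shared peak is stronger became 0.724 for early embryo against L3, 0.686 for early embryo against young adult and 0.772 for young adult against L3 with 1 bp, and 0.768 for L3 against young adult and 0.794 for young adult against L3 with −log10 q. With equal numbers, the share of early embryo peaks on chromosome X was 21.7% and the early embryo minus L3 difference reversed from -0.389 to 0.787 percentage points, both with intervals that include 0 (-0.296 to 1.92 for the latter). In base pairs covered, the early embryo minus young adult difference in chromosome centres became -1.35 points and its interval no longer included 0. Among peaks found in 1 stage, the X share was 21.8% in early embryo, 24.6% in L3 and 15.4% in young adult, and the centre share was 40.5% in L3. The cause of these shifts among peaks found in 1 stage was not tested. Without the 5 young adult blocks, the centre share was 31.6% in early embryo and 32.3% in young adult. It fell in L3 too, from 35.2% to 34.5%. The same blocks were left out of every list, so this fall in all stages follows from where the removed peaks lie. Distances to transcription start sites, motifs and gene lists were not run.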

Other observations

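The tests of depth and of the 5 young adult blocks below were chosen after the result was seen, as were the shares among peaks found in 1 stage or in all stages and among the 2000 strongest, while the comparisons with equal numbers of peaks had been planned. In the early embryo, the highest fold enrichment among peaks with no counterpart in the other stages was 7.96, on chromosome II from 429590 to 430062 (ce10, rank 126 of 27694), followed by 7.35 on chromosome III from 8604988 to 8605397. In L3 the highest was 7.67, on chromosome II from 3054650 to 3055014 (rank 1015 of 13040), followed by 6.36 on chromosome III from 12841274 to 12841587. In the young adult, the peak tested at dcs-1 ranked highest, and another of the top 5 was the Y73B6A.1 region of Supplemental Table S12, on chromosome IV from 6664238 to 6664728 (fold enrichment 7.56, rank 861 of 15159). The other 3 of the young adult lay in the left arm of chromosome III, from 86380 to 86648, from 1164756 to 1165050 and from 1424235 to 1424599. The region that Table S12 lists for LIN-41, a regulator of developmental timing, had a peak in all stages, on chromosome I from 9343583 to 9344364 in L3 (fold enrichment 18.2, rank 10) and from 9343675 to 9344192 in the early embryo (4.08, rank 2064). The 5 strongest L3 peaks shared by all stages had fold enrichments of 20.2 to 21.3, led by one on chromosome IV from 15570692 to 15571167.

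The share of peaks found in a single stage was highest in the following blocks. In the 500 kb block of chromosome I from 13500001 to 14000000, 38 of 80 young adult peaks (47.5%, exact 95% interval 36.2% to 59.0%) had no counterpart in the other stages, against 17.3% over the list. The highest early embryo block, on chromosome V from 16000001 to 16500000, had 73 of 107 (68.2%, 58.5% to 76.9%), against 50.9%. The highest L3 block, on chromosome V from 3000001 to 3500000, had 10 of 39 (25.6%, 13.0% to 42.1%), against 10.9%. These are the highest of 203 early embryo, 198 L3 and 202 young adult blocks, so they lie above the share of the whole list by choice, and whether such peaks cluster was not tested. In the centres of autosomes lay 32.3% of early embryo, 35.2% of L3 and 33.1% of young adult peaks. L3 was above the early embryo by 2.95 to 3.53 percentage points before and after the lists were brought to equal numbers, with intervals that exclude 0. Of the L3 peaks found in no other stage, 40.5% (37.5% to 43.5%) lay in the centres, against 33.7% of L3 peaks found in all stages. Shared peaks had higher fold enrichments than exclusive ones within every list. The probability that a shared peak exceeds an exclusive one was 0.589 (L3 against early embryo) to 0.784 (young adult against L3). A weak peak is more easily missed in another list, so this ordering cannot be separated from detection.

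The L3 and young adult lists overlapped more than the early embryo and L3 lists, and list length and depth were weighed as technical explanations. The difference in Jaccard index was 0.156 (95% interval 0.147 to 0.164) with equal numbers of peaks, which argues against list length as the whole cause. Depth cannot be told apart from stage, because each stage has 1 list and the early embryo was sequenced most. The paper states that depth alone does not explain its larger number of differential peaks in this transition, and its code supplement compares downsampled libraries, which are not analysed here. Over all L3 peaks, the share lacking a counterpart in the early embryo was lower than the share lacking one in the young adult, with a difference of -3.61 percentage points (-4.76 to -2.55), the direction that a deeper and longer early embryo list gives. It turned round with equal numbers of peaks, at 45.7% against 31.2%, and among the 2000 strongest L3 peaks set against the full lists, at 6.05% against 1.00%, but neither comparison makes depth equal. Of the 2000 strongest early embryo peaks, 16.3% lacked a counterpart in L3 and 14.9% lacked one in the young adult, where a peak may have been missed at lower depth. A difference in signal over background between the stages remains open, because fold enrichments are not comparable between lists. The change in cell number and tissue composition that the paper proposes remains open as well and was not tested.

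Young adult peaks lay less often on chromosome X. They made up 18.5% of nuclear young adult peaks (exact 95% interval 17.9% to 19.2%), against 20.5% in the early embryo (20.1% to 21.0%) and 20.9% in L3 (20.2% to 21.6%). With equal numbers of peaks, L3 stood 2.34 percentage points above the young adult (1.25 to 3.40), so list length does not account for it. Both the more deeply sequenced early embryo, by 2.02 points (0.969 to 3.03), and the less deeply sequenced L3 lay above the young adult. The X share thus did not follow the order of depth across the 3 lists. With 1 depth per stage, depth cannot be told apart from stage here either. Without the 5 blocks richest in young adult only peaks the difference from L3 was 2.35 points (1.44 to 3.40). All 5 blocks lie on autosomes and held 62 to 85 of the 15156 nuclear young adult peaks each. Leaving them out raised the X share in every stage. The difference could therefore move little, and this comparison cannot decide whether a few dense regions contribute to it. Signal over background remains open, and a difference in tissue composition between the stages is an untested hypothesis.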
